# Function-Based Discovery of Significant Transcriptional Temporal Patterns in Insulin Stimulated Muscle Cells

**DOI:** 10.1371/journal.pone.0032391

**Published:** 2012-03-01

**Authors:** Barbara Di Camillo, Brian A. Irving, Jill Schimke, Tiziana Sanavia, Gianna Toffolo, Claudio Cobelli, K. Sreekumaran Nair

## Abstract

**Background:**

Insulin action on protein synthesis (translation of transcripts) and post-translational modifications, especially of those involving the reversible modifications such as phosphorylation of various signaling proteins, are extensively studied but insulin effect on transcription of genes, especially of transcriptional temporal patterns remains to be fully defined.

**Methodology/Principal Findings:**

To identify significant transcriptional temporal patterns we utilized primary differentiated rat skeletal muscle myotubes which were treated with insulin and samples were collected every 20 min for 8 hours. Pooled samples at every hour were analyzed by gene array approach to measure transcript levels. The patterns of transcript levels were analyzed based on a novel method that integrates selection, clustering, and functional annotation to find the main temporal patterns associated to functional groups of differentially expressed genes. 326 genes were found to be differentially expressed in response to *in vitro* insulin administration in skeletal muscle myotubes. Approximately 20% of the genes that were differentially expressed were identified as belonging to the insulin signaling pathway. Characteristic transcriptional temporal patterns include: (a) a slow and gradual decrease in gene expression, (b) a gradual increase in gene expression reaching a peak at about 5 hours and then reaching a plateau or an initial decrease and other different variable pattern of increase in gene expression over time.

**Conclusion/Significance:**

The new method allows identifying characteristic dynamic responses to insulin stimulus, common to a number of genes and associated to the same functional group. The results demonstrate that insulin treatment elicited different clusters of gene transcript profile supporting a temporal regulation of gene expression by insulin in skeletal muscle cells.

## Introduction

Skeletal muscle is responsible for about 65% of glucose disposal following a meal [1] and reduced insulin induced glucose disposal results in impaired glucose tolerance. *In vivo*, insulin plays an important role in the regulation of skeletal muscle glucose uptake and regulation of skeletal muscle protein, amino acid and fatty acid metabolism [2], [3]. Acutely, insulin stimulates glucose uptake in skeletal muscle cells by accelerating the recruitment of GLUT4 to the sarcolemma [4]–[7], a process that is exquisitely regulated by a specific insulin-responsive protein signaling cascade (i.e., IR/IRS1/PI3K/Akt) [4], [5], [8], [9]. Similarly, insulin acutely stimulates protein synthesis (in the presence of adequate amino acids) by also activating a specific insulin-responsive protein signaling cascade (i.e., Akt/mTOR/S6K) [10]–[14]. Both of these responses are regulated by reversible post-translational modifications (i.e., phosphorylation) of key signaling protein molecules. However, less information is available about insulin impact on gene transcription that also may affect insulin action: it is currently unknown whether insulin acutely enhances transcription of genes or whether there is a time related pattern in transcribing the genes thereby having a different level of regulation of insulin action on gene expression. A better understanding of the impact of insulin on transcript levels of various genes is critical to acquire a more thorough understanding on how insulin exerts its pleiotropic effects on skeletal muscle glucose uptake as well as protein synthesis.

The microarray technology has been extensively used to identify differentially expressed genes in skeletal muscle cells under different physiological states, e.g., non-diabetic vs. diabetic subjects during poor glycemic control and following insulin treatment [15], insulin treated versus insulin deprived type 1 diabetic patients [16], and [15], normal *vs.* impaired glucose tolerant individuals [17], and basal state vs. euglycemic hyperinsulinemic clamp [18]. Further information on transcriptional regulation can be gained by monitoring gene transcripts related to time following insulin administration. In fact, in pre/post stimulus studies in which the transcriptional response is monitored at one specific time instant after a prolonged insulin exposure, genes showing a transient response followed by a return to the pre-stimulus expression or a systematic, but small in magnitude, change in the expression, are likely to be missed. In contrast, monitoring the dynamic response allows identifying transient responses, which might be characteristic, and, if common to a number of genes associated to the same functional group, might give insight into the function or functions performed by the gene circuitry. The aim of the present work is to exploit the potential of a dynamic study to investigate the transcriptional response of skeletal muscle cells during acute insulin stimulation. To this purpose, we designed and conducted the present gene-array experiment in differentiated L6 myotubes.

To identify significant transcriptional temporal patterns in muscle cells treated with insulin and to characterize them from a functional point of view, here we propose a new analytical method applied to experimental data. This method aims at overcoming some drawbacks of the conventional analysis approach based on selection of differentially expressed genes, clustering and functional annotation based on Gene Ontology (GO) [19]. The new approach that we apply in the current study 1) improves selection of differentially expressed genes by diminishing the number of false negatives while maintaining constant the false discovery rate, i.e. the number of false positives divided by the number of selected genes; 2) clusters genes with the same transcriptional pattern without requiring the user to fix the number of clusters and 3) automatically annotates these clusters with the most specific GO terms, avoiding redundancy of the information.

## Materials and Methods

### Skeletal Muscle Culture

L6 skeletal muscle myoblasts (purchased from ATCC, Manassas, VA) were grown and kept in low glucose (5 mM) DMEM growth media supplemented with fetal bovine serum (FBS) and an antibiotic antimycotic mixture (10% FBS, 4 mM L-Glutamine, 1.0 mM sodium pyruvate, 100 ug/ml penicillin 100 ug/ml streptomycin). Four plates were prepared for each pre-defined time sample at a density of 6∶8×10^5^cells per 100 mm dish and incubated overnight in DMEM growth media. On the second day, the DMEM growth media was changed to DMEM differentiation media with 1% FBS to initiate myotube differentiation. The differentiation media was changed every 2 days. On sixth day differentiation was completed and medium was changed to serum free DMEM for an 8 hour pre-incubation. The culture was split into 2 different groups: insulin treated and control. Just after the collection of the first biological sample at time 0′, for each time point the medium on one plate was changed to serum free DMEM with 20 nM insulin, whereas one plate was used as control (DMEM with 0 nM insulin). Cells were harvested at the designated time points by decanting off overlying medium, scraping the cells into cryovials and freezing immediately in liquid nitrogen. Samples were collected at times 0, 20, 40, 60,…, 480 minutes (every 20 minutes, for 8 hours) from both insulin treated and control cultures, for a total of 50 biological samples.

Samples (20–40–60), (80–100–120), (140,160,180), (200–220, 240), (260, 280, 300), (320,340,360) (380–400–420) and (440–460–480) from insulin-treated and control culture were pooled together, obtaining eight joint samples. Consistently, sample 0′ was harvested and collected in triplicates and pooled together (0a–0b–0c) for each culture and two targets for the hybridization were prepared separately. The pooling step was chosen to achieve a compromise between the cost of the experiment and the frequency of the sampling grid: it is safer to average the signal by pooling the biological samples than to use a sparse sampling grid (fast regulated genes would be easily lost e.g. by collecting one sample per hour).

All the culturing and sampling procedure described above was repeated two additional times on different days, using the same identical cell line, to obtain a complete triplicate of the experiment.

### Measurements

Total RNAs were purified using an RNeasy Protect Mini Kit from Qiagen. The quality and quantity of total RNA was measured using the Agilent test on a Bioanalyzer (Agilent Technologies, Palo Alto, CA). Gene transcript profiles in both control and treated cultures were studied by high-density oligonucleotide microarrays containing probes for 31,099 genes and expressed sequence tags (Rat-230.2 GeneChip arrays; Affymetrix, Santa Clara, CA), for a total of 54 chips. Sample labeling, hybridization of test array, and hybridization of full-size arrays were performed by the Mayo Clinic Advanced Genomics Technology Center Microarray Lab using protocols described in the Affymetrix GeneChip expression analysis technical manual.

The data discussed in this publication are MIAME compliant and have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE28997 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE28997).

### Preprocessing

Image quantification was performed using GeneChip (Affymetrix, SantaClara, CA) scanner and software. Preprocessing steps such as background subtraction, probe cell normalization and expression level calculations, were performed using quantile normalization and Robust Microarray Analysis (RMA) software [21].

Genes were pre-filtered using Affymetrix Detection calls (genes that were not present in at least one chip were filtered out). The remaining 21958 probes were analyzed using the method described in the following for the function-based discovery of significant transcriptional temporal patterns.

### Analysis of Significant Transcriptional Temporal Patterns

A new method is here proposed to identify significant transcriptional temporal patterns, based on four different computational steps: 1) *Gene Ranking*, i.e. all genes are ranked according to a false discovery rate p-value reflecting the likelihood that the gene is differentially expressed; 2) *Functional Gene* Annotation based on GO; 3) *Search for the Temporal Patterns*, i.e. each functional group is searched for temporal patterns characterizing it; 4) *Selection of Differentially Expressed Genes*, based on both the false discovery rate (FDR) p-values and the characteristic patterns.

The output of the method is a set of clusters of differentially expressed genes, each characterized by a specific temporal pattern and by the most specific functional annotations. The four steps of the methods are described in what follows.

### Gene Ranking

Genes are ranked according to FDR p-values using a selection method of choice. In the case of the data analysis performed in this work, we used a method previously proposed [22] that calculates the area of the region bounded by the time series expression profile and assigns a p-value to the gene according to this area and a null hypothesis distribution, based on a model of the experimental error, to be derived from experimental replicates. The two replicates available at time zero were used to derive the experimental error distribution at different intensity expression values and, consequently, the null hypothesis distribution of the area bounded by the treated-minus-control expression profile.

### Functional Gene Annotation

Gene Ontology annotation is used to define the biologically relevant sets of genes. GO terms are organized in a directed acyclic graph in which each node corresponds to a GO term and may have multiple parents: nodes farther from the root correspond to more specialized terms; nodes closer to the root to less specialized terms, thus implying that genes annotated with a specific node are also annotated with every ancestor of that node.

In the case of the data analysis performed in this work, we used Molecular Function GO annotation. An additional set containing 159 genes involved in insulin signaling according to GenMapp pathway [23] was also used.

### Search for the Temporal Patterns

For each GO node, the algorithm searches the representative temporal patterns characterizing the transcriptional response. In particular, among the genes associated to a specific GO term, the algorithm searches for a subset of genes whose time series expression profile X_i_ = <x_i_(1), …, x_i_(m)> can be modeled by the following equation:
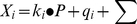
(1)where P = <p(1), …, p(m)> is the characteristic temporal expression pattern, i.e. a vector of m (number of time points) expression values, k_i_ and q_i_ are the gene i specific parameters and Σ encodes the measurement error variance. The algorithm iteratively performs a gene-specific parameter identification step and a temporal pattern search step. In the first step, the parameters k_i_ and q_i_ are identified for each gene i, using weighted least squares method. A goodness of fit test is performed for each gene i and only genes with significant p-value are kept in the cluster. In the second step, P is estimated at each sampling time, using again weighted least squares, but considering as data the k_i_ and q_i_ of the genes belonging to the cluster and estimated at the previous step. All the n genes being analyzed go again through the first step, so to identify new k_i_ and q_i_ and re-define the cluster membership based on the newly estimated pattern P. All the procedure is reiterated until the list of genes in the cluster does not change or a maximum number of iterations is reached. Each identified pattern is thus characterized by a cluster of genes with correlated profiles and the same annotation.

For each discovered pattern, the set of genes fitting this pattern (fitP) and the set of genes that do not fit it (¬fitP) are defined. Only if significant, i.e. if it contains at least one gene with false discovery rate p-value lower than a fixed threshold, e.g. 0.05, fitP is recorded as a cluster in the GO node under analysis. The procedure is then iteratively applied to ¬fitP, until ¬fitP contains no genes or no significant patterns are discovered.

Nodes are analyzed starting from the leaves of the GO graph, i.e. the nodes farthest from the root, which are the most specific GO terms; whenever a significant pattern is identified, genes correlated to the pattern are removed from all the ancestors of the node, so to avoid redundancy and annotate genes with the most specific available biological information, analogously to what has been proposed in [24]. Conversely, genes correlated to a pattern are not removed from the sibling nodes.

Further details about the method are given in (**Methods S1**).

### Selection of Differentially Expressed Genes

Given the high number of genes and the lack of replicates that usually characterize high-throughput studies, gene selection procedure has low statistical power. Moreover, the need to control the false positive rate in a multiple testing condition, e.g. by using FDR, leads to very small significant level α thus increasing the number of false negatives. To lower the percentage of false negatives, we recover, among the gene not selected as differentially expressed by a FDR threshold of 5%, those genes that: (a) have a p-value (not corrected for multiple testing) lower than 5%; are associated to a cluster of genes: i) sharing the same temporal transcriptional profile; ii) all annotated with the same functional term, iii) containing at least one gene with significant FDR corrected p-value.

2) are associated with a gene cluster containing at least 1 gene with significant FDR corrected p_value. As d above, membership to a cluster is based, beside common functional annotation, on the goodness of fit to the corresponding temporal pattern and it is statistically assessed in comparison to a flat profile.

Intuitively, since a group of genes associated to a pattern contains at least one gene with significant false discovery rate p-value, all genes in the group significantly correlated to the same temporal pattern, significantly different from a flat profile and sharing the same functional annotation are likely to be differentially expressed.

### Simulated Data

100 data sets of 1000 genes monitored on 13 time samples were simulated. Each data set consists of 120 differentially expressed genes separated in 6 clusters characterized by different temporal patterns (**Figure 1**) and 880 not differentially expressed profiles. Patterns 1, 2 and 3 in **Figure 1**, vary between −1 and 1; whereas patterns 4, 5 and 6 vary between 0 and 1. Differentially expressed gene profiles were generated from the pre-defined patterns, using the model described in Eq. (1): for each pattern 20 gene profiles were generated: 10 with k_i_ and q_i_ sampled from uniform distributions in the intervals ±(0.5, 2) and (−0.5, 0.5), respectively, and 10 with k_i_ and q_i_ sampled from uniform distribution in the intervals ±(1, 3) and (−3, 3), respectively. Gaussian noise was added to all data with mean 0 and standard deviation equal to 0.2 (the range of expression of genes varies at maximum between −6 and 6).

**Figure 1:**
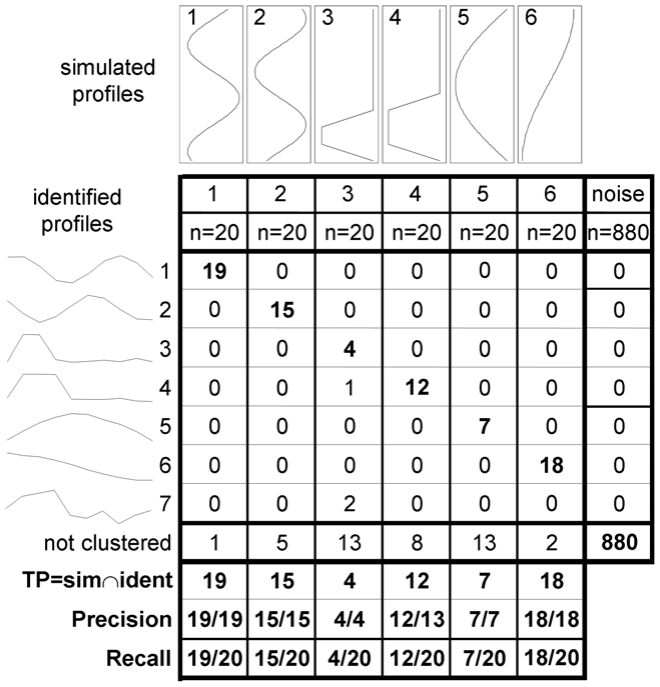
Temporal patterns used to simulate the data (columns) and identified by the method (rows) for a specific simulated data set. 100 data sets of 1000 genes monitored on 13 time samples were simulated. Each data set, like the one shown in this figure, consists of 120 differentially expressed genes separated in 6 clusters characterized by different temporal patterns and 880 not differentially expressed profiles. The number of genes in the intersection between a simulated and an identified cluster is indicated; the maximum of these numbers for each simulated cluster is assumed as the number of true positives. For each column, precision is calculated as true positives divided by the number of genes identified in the cluster; recall as true positives divided by the number of genes in the simulated cluster.

## Results

### Method validation

The ability of the method to identify groups of genes belonging to the same pattern was assessed on synthetic data by comparing identified to simulated clusters, in terms of precision (number of correctly classified genes among the inferred ones) and recall (number of correctly classified genes among the true ones). **Figure 1** illustrates the characteristic patterns used to generate the data (columns) and the results (rows) for one representative data set among the 1000 simulated, containing 6 clusters of 20 genes each, and 880 noisy expression profiles. The number of genes in the intersection between a simulated and an identified cluster is indicated; the maximum of these number for each simulated cluster is assumed as the number of true positives, that is the measure of the ability to identify clusters with all or most genes belonging to a single (simulated) cluster. For each column, precision is calculated as true positives divided by the number of genes identified in the cluster; recall as true positives divided by the number of genes in the simulated cluster. The average results on the 100 simulated datasets are shown in **Table 1**.

**Table 1:** Results of the clustering on simulated data.

Clusters:	1	2	3	4	5	6
Precision	98%	99%	91%	96%	97%	98%
	(2%)	(1%)	(9%)	(3%)	(1%)	(1%)
Recall	85%	86%	33%	49%	35%	85%
	(8%)	(8%)	(14%)	(11%)	(13%)	(7%)

Average precision and recall results on 100 simulated data sets; standard deviation in parenthesis.

Since the method was applied in a pipeline with a selection procedure, it is also of interest to assess its ability to select differentially expressed genes. In average, on 100 simulations the number of false negatives diminishes from 11% to 9% (p-value = 0.0091, Wilcoxon test) in correspondence of a constant false discovery rate (number of false positives divided by the number of selected genes) of 5%. Therefore, the pattern search applied in combination with the selection method, besides being able to identify the main temporal patterns of expression, improves the selection by lowering the percentage of the false negatives.

### Transcriptional Temporal Patterns in Insulin Stimulated Muscle Cells

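L6 cells, a line of rat skeletal muscle cells that fuse into myotubes, were followed for 8 hours after the addition of 20 nM insulin and, in a parallel culture, without it. RNA samples taken every 20 min were pooled by hour, so each array reports 3 consecutive samples of 1 culture. The arrays of time 0 report both cultures before insulin. By the paper's methods, plates were prepared for each time sample and scraped at harvest. A culture here is therefore a set of separate plates. The course was run 3 times on different days, and these repeats are called letters a, b and c. The deposited values are log2 levels of 31099 probe sets that the authors made with RMA, which subtracts background and applies quantile normalization. They cover 53 arrays, 3 in each of the 18 groups of culture and time except the insulin culture of hour 3, which has 2 because its array of letter a is not among them. The last pool is taken here as the samples of 440, 460 and 480 min, although its labels also give 400 min. The array medians were 6.3 to 6.4, and the number of arrays limits the precision. The detection calls behind the authors' filter are not in the table of values, so the 21958 probe sets with the highest mean level were tested, the number that the paper tested. Each difference below is insulin minus control on the log2 scale, with a standard error (SE) and a Benjamini-Hochberg adjusted p from limma. Arrays of the same letter and hour deviated together from their group means, at a correlation of 0.21 to 0.79 in 26 pairs, so values with the letter as a block are given where they move a count by more than 1.5 times or change a call. In letter b the difference between the cultures at time 0 correlated across probe sets with its difference over hours 1 to 5 at 0.77, against 0.025 in letter a and 0.15 in letter c. Counts over all tested probe sets are therefore also given without the 12 arrays of letter b at hours 0 to 5, an alternative chosen after seeing the data. The tallies of patterns and of gene list members are given with all arrays only.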

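At the brightest probe set of each gene, and among the genes that passed over hours 1 to 8 with 1 sign in all 3 letters, the largest fall with insulin was that of Pnrc1, a coactivator of nuclear receptors, with a mean difference of -1.22 (SE 0.16, adjusted p = 5.22e-07). Ccng2, which encodes cyclin G2, was 2.08-fold lower (SE 0.11 on the log2 scale, adjusted p = 4.34e-09), and Pdk4, a kinase that inactivates pyruvate dehydrogenase, was 2.05-fold lower (SE 0.12, adjusted p = 4.13e-08). Bcl2l11, a pro-apoptotic member of the Bcl-2 family, fell by 0.93 on the log2 scale. The largest rises were smaller: that of Egr1, an immediate early transcription factor, was 0.68 (SE 0.17, adjusted p = 0.00720) and that of Mthfd2, an enzyme of mitochondrial folate metabolism, was 0.65 (SE 0.060, adjusted p = 3.90e-10). Tnfaip3, an inhibitor of NF-kappaB signaling, rose by 0.62 (SE 0.092) and Inhba, a subunit of activin, by 0.59 (SE 0.15). In all, 1215 probe sets were higher and 1456 lower by the limma test of the mean over hours 1 to 8, and 532 differed at any hour by its F test, of which 198 lay above 0 and 334 below. At single hours, 0 probe sets passed at hours 1, 2 and 3, and at hour 4, 0 were higher and 11 lower. At hour 5, 26 were higher and 51 lower, and at hour 6, 11 and 62. At hour 7, 8 were higher and 51 lower, and at hour 8, 41 and 117. These single-hour counts are without the letter as a block. With it Irs2, an insulin receptor substrate, passed at hour 2, so the 0 of that hour holds only without the block. With the letter as a block the counts were 2564 higher, 3332 lower and 2515 at any hour, and without letter b at hours 0 to 5 they were 384, 625 and 240, where Egr1 and Inhba no longer passed. The arrays of 1 letter at different hours enter as independent, and with 1 mean per letter in their place 50 were higher and 102 lower, and of 190 called values of named genes 56 were still called. Relative to the difference at time 0 no probe set passed for the mean (limma, 511 at an unadjusted p under 0.05), with a median SE of 0.15 in place of 0.052.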

326 genes were selected as differentially expressed and clustered into 12 different clusters, each characterized by a specific expression pattern. **Figure 2** shows in red the average differential (treated minus control) expression profiles of the genes in the different clusters; the number of genes in each cluster and their differential expression profile (in gray) is also reported. A detailed list of selected genes, their annotation with the GO molecular function term and the associated patterns is available in **Table S1** (**Tables S1.1, S1.2, s1.3, S1.4, S1.5, S1.6, S1.7, S1.8, S1.9, S1.10, S1.11, S1.12, S1.13**). To obtain a more synthetic annotation, the GO nodes directly connected by a path in the GO graph were grouped, thus obtaining 13 GO groups plus the group of genes annotated to insulin signaling. Each GO group, thus characterized by an isolated sub-graph of siblings or ancestors terms, was labeled with the most general of these terms. Genes can appear annotated in more than one GO term and/or in more patterns since, as explained in Method, a gene associated to a pattern and a GO term is deleted from the ancestor of the GO node it belongs to, but not from its siblings. **Figure 3** shows, for each pattern, the percentage of genes belonging to insulin signaling pathway (IS) and to each GO group (G1–G13). GO enrichment analysis based on Fisher's Exact Test was also performed to highlight the most relevant GO terms associated with the genes belonging to each pattern with respect to the total number of selected genes. Enriched GO terms (p-value<0.05) are highlighted with a star symbol in **Figure 3**.

**Figure 2:**
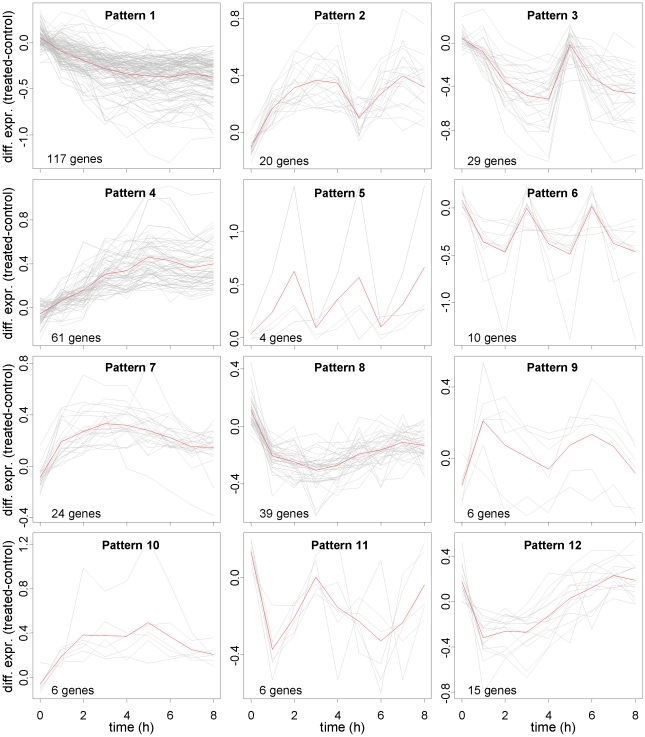
Expression profile of genes selected as differentially expressed clustered in groups of genes sharing the same temporal patterns. The average differential expression profiles (treated minus control) of the genes in the different clusters is shown in red; the number of genes in each cluster and their differential expression profile (in gray) is also reported for each cluster.

**Figure 3:**
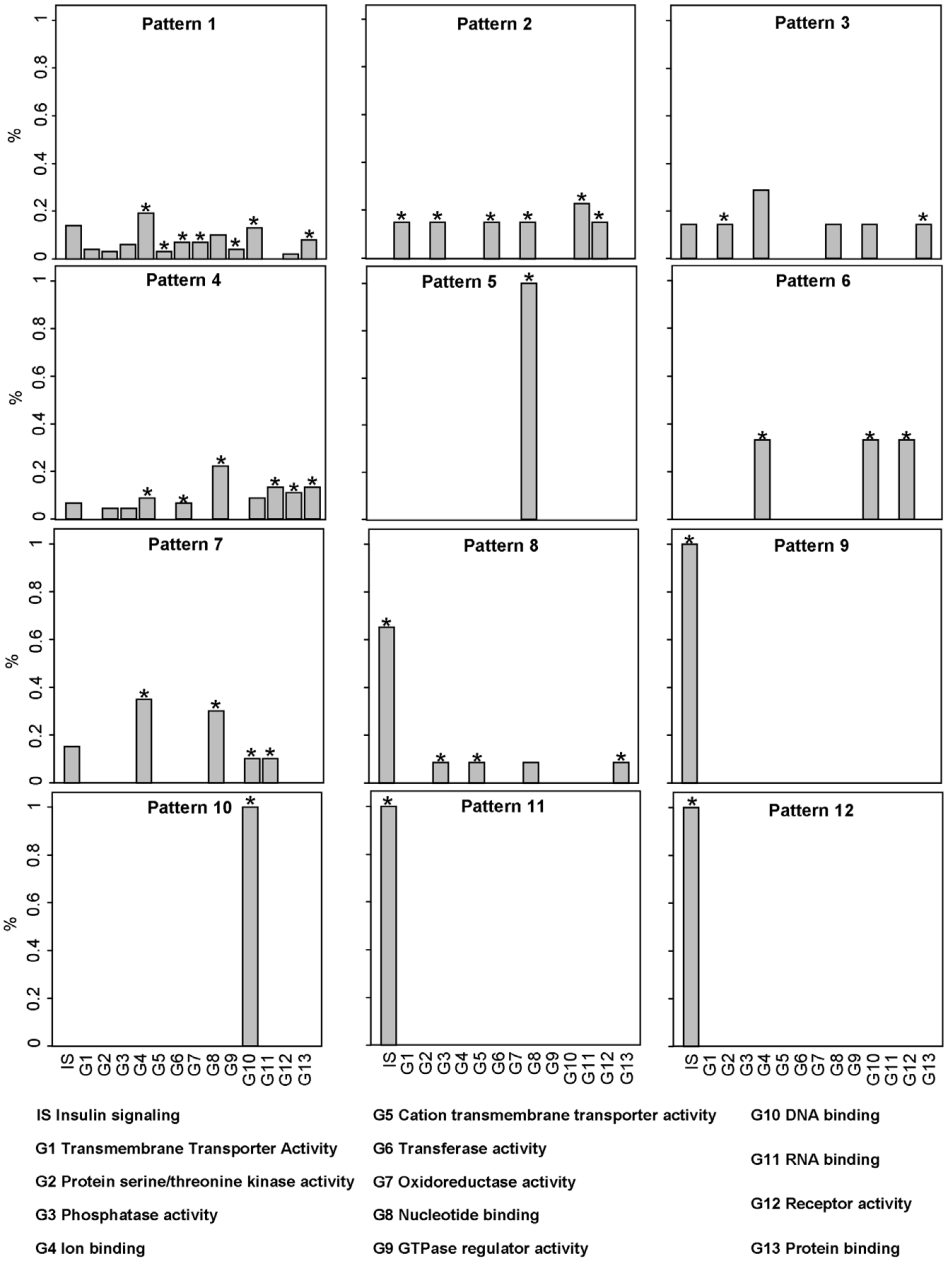
Percentage of genes belonging to insulin signaling pathway (IS) and to 13 different GO groups. Each group is defined as a set of nodes directly connected in the GO graph and labeled with the most general of these nodes. Enriched GO terms (p-value<0.05) are highlighted with a star symbol.

104 genes annotated to GO nodes isolated in the GO tree, i.e. without sibling or parent nodes found as significant after the analysis, are not shown in **Figure 3** and in **Tables S1.1, S1.2, S1.3, S1.4, S1.5, S1.6, S1.7, S1.8, S1.9, S1.10, S1.11, S1.12, S1.13**; complete results and information on selected genes, gene ontology terms and differential expression data associated to each pattern are available in **Table S2**.

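Pattern 1 fell and pattern 4 rose with insulin. Of the 115 probe sets of pattern 1 that were tested, 106 were lower over hours 1 to 8 and 0 higher, with a median difference of -0.25 over the set. In pattern 4 all 60 tested probe sets were higher, with a median of 0.28. The study chose both sets on these arrays, so the counts are not independent evidence of their direction. Among the members of pattern 4, Slc2a1, the glucose transporter GLUT1, rose by 0.30 (SE 0.080, adjusted p = 0.0110) and Atf4, a transcription factor of the amino acid response, by 0.35 (SE 0.050, adjusted p = 3.62e-06). Hif1a, the oxygen-regulated subunit of hypoxia-inducible factor 1, rose by 0.23 (SE 0.039, adjusted p = 5.72e-05), and the proto-oncogene Myc by 0.61 (SE 0.12, adjusted p = 2.87e-04). The differences of these 4 genes had the same sign in all 3 letters, and Slc2a1 did not pass without letter b at hours 0 to 5.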

Genes belonging to patterns 1 and 4, which are also the most numerous, are annotated to many different GO groups, of which many are also significantly enriched. Patterns 5, 9, 10, 11 and 12, on the opposite, are characterized by genes belonging to a single GO group: nucleotide binding (G8) for pattern 5, RNA binding (G11) for pattern 10 and insulin signaling (IS) for patterns 9, 11 and 12. 

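Patterns 5 and 10 were higher with insulin, whereas the average of pattern 9 was above 0 at hour 1 and below it at hour 8. All 4 probe sets of pattern 5 and all 6 of pattern 10 were higher over hours 1 to 8 in the limma test, and of the 5 tested probe sets of pattern 9, 4 were higher and 1 was lower. The study chose these sets on these arrays, so the counts are not independent evidence. The average difference of pattern 5 was 0.11 ± 0.020 (SD, n = 3 letters) at hour 2 and 0.73 ± 0.29 at hour 5. That of pattern 10 was 0.37 ± 0.091 at hour 2, 0.51 ± 0.094 at hour 5 and 0.23 ± 0.032 at hour 8. Pattern 9, at 0.11 ± 0.093 at time 0, before insulin, went from 0.15 ± 0.038 at hour 1 to -0.12 ± 0.012 at hour 8. Table S2 was used here for the first 10 of the 12 patterns, because the copy at hand ends there.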

Patterns 2, 3, 6, 7 and 8 are in an intermediate situation, with genes annotated to a number of GO groups ranging from 3 to 6.

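Of these patterns, 2 and 7 were higher with insulin over hours 1 to 8 and 3, 6 and 8 were lower. All 20 probe sets of pattern 2 were higher, at a median difference of 0.31. Of pattern 7, 22 of the 23 tested were higher, at a median of 0.23. At time 0, before insulin, the average of pattern 7 was 0.13, 0.26 and -0.094 in letters a, b and c. Over hours 1 to 5 it was 0.069, 0.42 and 0.33, and over hours 6 to 8 it was 0.10, 0.17 and 0.28. In letter a it thus lay below its value before insulin. In pattern 3, 28 of 29 probe sets were lower (median -0.38), in pattern 6 all 10 (median -0.37), and in pattern 8, 30 of 39 (median -0.22). The counts are from the limma test of the mean over hours 1 to 8. For sets that the study chose on these arrays they are not independent evidence of direction.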

Looking at the GO groups associated to a limited number of patterns, we found that transmembrane transporter activity (G1) is characterized by 2 genes belonging to pattern 1 and 2 to pattern 2; protein serine/threonine kinase activity (G2) by 3 genes belonging to pattern 1, 2 to pattern 4 and 2 to pattern 3, these latter with kinase inhibitor activity; Cation transmembrane transporter activity (G5) is characterized by 3 genes belonging to pattern 1, and 2 to pattern 8. 

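Slc17a5, which exports sialic acid from lysosomes, fell by 0.62 (SE 0.092, adjusted p = 8.66e-06), and the other genes that Table S2 lists under transmembrane transporter activity in pattern 1, Slc2a8, Slc43a1 and Serinc3, were also lower over hours 1 to 8. The pattern 2 genes of this group transport cationic amino acids: Slc7a1 rose by 0.50 (SE 0.070, adjusted p = 2.83e-06) and Slc7a6 by 0.23 (SE 0.056, adjusted p = 0.00375). Among the protein kinases, Mknk2, a kinase of the initiation factor eIF4E, had a difference of -0.47 (SE 0.095, adjusted p = 5.98e-04), and the activin receptor Acvr2b and the endoplasmic reticulum stress kinase Eif2ak3 were lower too, while Chuk, a kinase of the NF-kappaB pathway, rose by 0.22 and the Wnt receptor Fzd7 by 0.24. Of the kinase inhibitors of pattern 3, the cell cycle inhibitor Cdkn1b had a difference of -0.42 (SE 0.072) and Pkig, an inhibitor of protein kinase A, of -0.14 (SE 0.029). All 5 genes listed under cation transport were lower, from the potassium channel Kcnk6 (-0.36) and Sfxn3 (-0.28) to Atp5mc2, a subunit of ATP synthase (-0.16). Every gene named here passed the limma test, and Slc2a8, Slc7a6, Mknk2, Eif2ak3, Chuk, Pkig and Atp5mc2 did not pass without letter b at hours 0 to 5. The study chose these genes on these arrays, so their directions are not independent evidence.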

Oxidoreductase activity (G7) and GTPase activity (G9) contains genes associated only to pattern 1.

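All 6 oxidoreductase genes and all 4 GTPase genes that Table S2 lists in pattern 1 were lower over hours 1 to 8 by the limma test. Hsd17b11, a short-chain dehydrogenase of lipid droplets, fell most among the oxidoreductases, by 0.44 (SE 0.039, adjusted p = 1.75e-10). Vkorc1, which regenerates vitamin K, had a difference of -0.17 (SE 0.035), Aldh16a1 of -0.26 (SE 0.048) and Retsat, which saturates retinol, of -0.25 (SE 0.058). Hsd3b7, an enzyme of bile acid synthesis, was at -0.25 (SE 0.060), but at 0.060 relative to its difference at time 0. In the GTPase group the Rab GTPase-activating protein Tbc1d17 had a difference of -0.51 (SE 0.059, adjusted p = 7.35e-08), Golga5 of -0.17 (SE 0.037) and Cyth2, an exchange factor of Arf GTPases, of -0.14 (SE 0.032). Retsat, Hsd3b7, RGD1307929, Arhgef25, Golga5 and Cyth2 did not pass without letter b at hours 0 to 5. The study chose these genes on these arrays, so their fall is not independent evidence.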

Interestingly, 62 of the 326 selected genes belong to insulin signaling pathway, defined according to GenMapp annotation. They are shown in **Figure 4** in red, together with the identifier of their cluster. Most of them are associated with pathways showing down-regulation in treated vs. control cultures such as pattern 1, 8 and 12. 

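Of 38 tested probe sets that Table S2 lists under insulin signaling in patterns 1 to 10, 11 were lower with insulin over hours 1 to 8, 7 were higher and 20 did not pass the limma test (16 lower and 7 higher when adjusted over the list alone). With the letter as a block, 21 were lower and 7 higher. Pik3c3, the class III phosphatidylinositol 3-kinase, fell by 0.30 (SE 0.038, adjusted p = 3.76e-07) and Gab1, a docking protein of receptor tyrosine kinases, by 0.34 (SE 0.081, adjusted p = 0.00457). Flot1, a scaffold protein of membrane rafts, had a difference of -0.20 (SE 0.035, adjusted p = 9.27e-05). The study selected these genes on these arrays, so the counts are not independent evidence of direction.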

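In the insulin signaling set, 29 of the 38 tested probe sets lay below 0 over hours 1 to 8 and 9 above, with a median difference of -0.17. Pik3ca, the catalytic subunit p110 alpha of phosphatidylinositol 3-kinase, had a difference of -0.31 (SE 0.075, adjusted p = 0.00505), and Stxbp3, a syntaxin-binding protein of GLUT4 vesicle fusion, of -0.15 (SE 0.049, adjusted p = 0.0336). Igf1r, the receptor of insulin-like growth factor 1, was at -0.22 (SE 0.060, adjusted p = 0.0123), but at 0.047 relative to its difference at time 0. Slc2a4, the insulin-responsive glucose transporter GLUT4, was at -0.25 (SE 0.093) and passed only with the letter as a block (adjusted p = 0.00218, against 0.0660 without). With 1 mean per letter Slc2a4 did not pass. Pik3ca, Stxbp3 and Igf1r did not pass without letter b at hours 0 to 5. As members of a set that the study chose on these arrays, they are not independent evidence of direction.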

In details, 14 genes are associated with pattern 1, 1 with pattern 2, 2 with pattern 3, 3 with pattern 4, 1 with pattern 5, 1 with pattern 6, 3 with pattern 7, 15 with pattern 8, 2 with pattern 9, 1 with pattern 10, 4 with pattern 11 and 15 with pattern 12. Among these genes, glycogen synthase 1 (GYS1) had not a significant false discovery rate p-value, but it was selected because highly correlated with other 14 significant genes in cluster 12, all belonging to insulin signaling node.

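The insulin signaling probe sets of pattern 1 were divided in the limma test of hours 1 to 8 into 4 lower and 9 that did not pass (9 lower with the letter as a block), and those of pattern 8 into 6 lower and 9 that did not pass (11 lower with the block). All 3 of pattern 4 and both of pattern 9 were higher, as were 2 of 3 in pattern 7, while 1 of 2 in pattern 3 was lower, the kinase Rps6ka5 at -0.25 (SE 0.065, adjusted p = 0.00918). In pattern 8, Flot2, a partner of flotillin 1, had a difference of -0.22 (SE 0.056, adjusted p = 0.00565) and the kinase Map2k5 of -0.14 (SE 0.048, adjusted p = 0.0489), and both failed without letter b at hours 0 to 5. Map3k3 was at -0.26 (SE 0.092) and Ikbkb, a kinase of the NF-kappaB pathway, at -0.17 (SE 0.066), and both passed only with the block (adjusted p = 0.00170 and 0.00516). Of pattern 1, the lipid phosphatase Inpp4a was at -0.23 (SE 0.16) and passed only with the block (adjusted p = 2.51e-05). Map3k3, Ikbkb and Inpp4a did not pass with 1 mean per letter. The study chose the genes on these arrays, so the tallies are not independent evidence.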

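Gys1, the muscle isoform of glycogen synthase, had a mean difference of 0.060 (SE 0.077, adjusted p = 0.671) over hours 1 to 8 and of 0.21 (SE 0.11, adjusted p = 0.276) over hours 5 to 8. It passed neither limma test, with or without the letter as a block for the first (adjusted p = 0.255 with it). Over hours 1 to 5 its difference was 0.11 in letter a, -0.29 in letter b and 0.094 in letter c, and over hours 6 to 8 it was 0.41, 0.15 and 0.18. At time 0, before insulin, letters a, b and c stood at 0.21, -0.40 and 0.20.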

**Figure 4:**
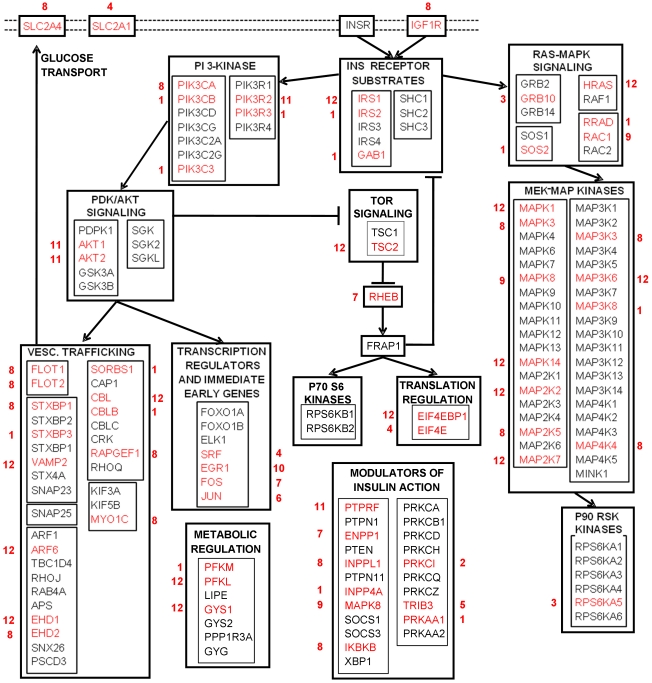
Mapping of differentially expressed genes on the insulin signaling pathway. 62 genes (in red) belonging to the insulin signaling pathway (GenMapp), selected as differentially expressed and associated with significant temporal expression patterns.

## Discussion

In the current study we applied a gene array profiling approach to the transcriptional response of skeletal muscle myotubes treated with insulin, to identify the main temporal expression patterns associated to functional groups of differentially expressed genes. We chose skeletal muscle cell line for this study considering that frequent sampling from human and animal studies are fraught with many logistical problems including ethical issues. The results from the current study knowing the critical time points at which the transcriptional responses are altered by insulin will enable planning of future *in vivo* studies to assess insulin's effect on muscle gene transcripts. A prior time course of insulin response in primary human myotubes from type 2 diabetic and non-diabetic individuals (0, 0.5, 1, 2, 4, 8, and 24 hours) by Hansen et al. [25] demonstrated a time dependent transcriptional responses of inflammatory and pro-angiogenic pathways in relationship to glycogen synthesis. The authors identified 102 transcripts as differentially expressed in response to insulin some of which were similar to those among the 326 gene transcripts that were differentially expressed in our analysis. For example, the angiogenic/anti-apoptotic gene transcripts, VEGF, FOS, and SRF, were up-regulated in both studies. 

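Vegfa, the angiogenic growth factor, was higher with insulin, with a mean difference of 0.39 (SE 0.068, adjusted p = 8.54e-05) over hours 1 to 8 and 0.62 (SE 0.095, adjusted p = 1.27e-05) over hours 5 to 8. Srf, the transcription factor that binds the serum response element, rose by 0.27 (SE 0.056, adjusted p = 7.68e-04). A dimmer probe set of each gene did not pass, at 0.15 (adjusted p = 0.175) for Vegfa and 0.070 (adjusted p = 0.311) for Srf. The Fos probe set of Table S2 was at 0.39 (SE 0.11, adjusted p = 0.0159) with a mean level of 5.17, near the lowest tested, and a brighter Fos probe set was at -0.030 (SE 0.070, adjusted p = 0.833). Of 32 measured immediate early genes, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone; camera adjusted p = 0.0177, and adjusted p = 0.271 with an estimated correlation). Fosl1, an AP-1 subunit, rose by 0.59 (SE 0.13, adjusted p = 0.00241), and Ccn1, a matricellular growth regulator, by 0.61 (SE 0.14, adjusted p = 0.00332). The Fos probe set of Table S2 did not pass without letter b at hours 0 to 5; over hours 1 to 5 its difference was -0.0075 in letter a, 0.89 in letter b and 0.71 in letter c.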

Comparison of the above study to the current study is difficult since different species and cell types were used, different insulin concentrations (20 nM vs. 1 µM) were used, and the statistical analysis and the objectives of the two studies differ. The analysis in the current study aimed at integrating selection, clustering and functional annotation to find the main temporal patterns associated to functional groups of differentially expressed genes.

Our method was applied using a previously proposed method for gene selection [22], but different choices are possible, as long as the selection method provides a list of p-values associated to the list of analyzed genes. Analogously, Gene Ontology functional annotation or different annotation databases can be used. If the functional annotation is hierarchical, it has to be codified in a hierarchical direct graph as in the case of GO, before the search of temporal patterns is performed. To associate patterns to the most specific Gene Ontology nodes and avoid redundancy of the information, our method starts searching patterns from the leaves of the GO graph (i.e. the nodes farthest from the root, which are the most specific) and whenever a significant pattern is identified, genes correlated to the pattern are removed from all the ancestors of the node. The pattern search is based on a linear model whose parameters are identified using least squares, thus it accounts for the error measurement, does not require the user to fix the number of clusters and is not computationally demanding. Our method improves the selection procedure by combining information on false discovery rate p-value with both functional group and characteristic temporal pattern association, thus diminishing the number of false negatives without significantly increasing the number of false positives. Previous works have addressed the integration of prior knowledge either in clustering algorithms [26]–[28] or in selection procedures [29], whereas our approach integrates selection, clustering and annotation in a single computational framework.

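The response changed with time. From hours 1 and 2 to hours 5 to 8, among the genes that passed with 1 sign in all 3 letters at their brightest probe set, the difference rose most in Mthfd2, by 1.20 (SE 0.15, adjusted p = 5.34e-06), in Trib3, by 1.07 (adjusted p = 0.00733), in Srm, which makes spermidine, by 1.07 (SE 0.21, adjusted p = 0.00304), and in the noncoding RNA Snhg4, by 1.06. It fell most in Klhl24, by 1.47 (SE 0.24, adjusted p = 4.06e-04), in Tcp11l2, by 1.42, in Atosa, by 1.26, and in Pdcd4, an inhibitor of the translation initiation factor eIF4A, by 1.16 (SE 0.14, adjusted p = 3.71e-06). By the limma test of this change 405 probe sets passed, 204 upward and 201 downward (2633 with the letter as a block, 12 with 1 mean per letter). In hours 5 to 8 alone 2052 differed between the cultures, 882 higher and 1170 lower (4800 with the block, 649 with 1 mean per letter). Over hours 1 and 2 none passed in limma (2079 at an unadjusted p under 0.05, and 321 after adjustment with the letter as a block). The test of equal differences at all 8 hours passed 8 probe sets (133 with the block). Without letter b at hours 0 to 5 the change from early to late was called in 18 probe sets, without all of letter b in 4 and without letter c in 78, and the test of equal differences passed none without letter b or c (limma, 550 at an unadjusted p under 0.05 with all arrays). Trib3, Srm, Snhg4, Klhl24 and Tcp11l2 were not called without letter b at hours 0 to 5.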

Based on our analysis, 326 genes were selected as differentially expressed and 12 different patterns of gene expression profile were identified. For example, the expression pattern 1 (**Figure 2**) shows a slow and gradual decrease in gene expression whereas in pattern 4 there is a gradual increase in gene expression reaching a peak at about 5 hours and then reaching a plateau. These patterns are annotated with a number of functional annotation (**Figure 3**). In particular, pattern 1 is enriched with GO groups Ion binding, Cation transmembrane transporter activity, Transferase activity, Oxidoriductase activity, Nucleotide binding; GTPase regulator activity, DNA binding and Protein binding; whereas pattern 4 is enriched with GO groups Ion binding, Transferase activity, Nucleotide binding, RNA binding, Receptor activity and Protein binding. 

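The average difference of the 117 probe sets of pattern 1 went from -0.076 ± 0.027 (SD, n = 3 letters) at hour 1 through -0.33 ± 0.090 at hour 4 to -0.38 ± 0.083 at hour 8. That of the 61 probe sets of pattern 4 was 0.055 ± 0.12 at hour 1, reached 0.45 ± 0.12 at hour 5 and was 0.41 ± 0.013, 0.35 ± 0.067 and 0.40 ± 0.029 at hours 6, 7 and 8, while in letter a hour 6 was the highest, at 0.41. At time 0 the averages were -0.052 ± 0.040 for pattern 1 and 0.059 ± 0.10 for pattern 4. No test against 0 was made, because the study chose the genes by these profiles. The paper describes the patterns from such average profiles of clustered genes, which its method looked for inside each functional group.

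**Figure D1:**
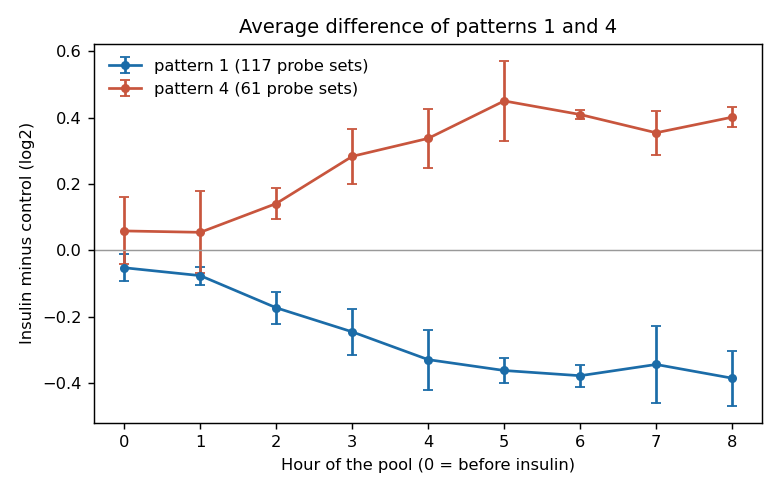
Average difference, insulin minus control (log2), of the probe sets of patterns 1 and 4 in Table S2 at each hour, with the mean and SD over 3 letters (2 at hour 3). Pattern 1 goes down to -0.38 at hour 8, and pattern 4 is highest at hour 5, at 0.45.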

Interestingly pattern 3, showing an initial decrease in gene expression followed by a variable pattern of increase in gene expression over time, is enriched with GO group Phosphatase activity and is anticorrelated with pattern 2, enriched with GO group Protein serine/threonine kinase activity. 

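The average of pattern 3 lay below 0 and that of pattern 2 above 0 at every time, time 0 included. Both lay further from 0 from hour 2 on. At time 0, before insulin, pattern 3 was at -0.058 ± 0.041 and pattern 2 at 0.12 ± 0.12 (SD, n = 3 letters). At hour 1 they were at -0.032 ± 0.040 and 0.087 ± 0.13. The average difference of pattern 3 was -0.15 ± 0.072 (SD, n = 3 letters) at hour 2, -0.50 ± 0.071 at hour 5 and -0.56 ± 0.097 at hour 8, and that of pattern 2 was 0.18 ± 0.080, 0.46 ± 0.13 and 0.39 ± 0.015. At hour 5 pattern 3 departed from the mean of hours 4 and 6 by -0.018 ± 0.067 (SD over letters) and pattern 2 by 0.092 ± 0.11, neither beyond its spread. Over the 9 times, the averages of both patterns correlated at a Pearson r of -0.96 and a Spearman rho of -0.93. Without the 2 times farthest from the median of pattern 2 the r was -0.89, and within letters a, b and c it was -0.87. These were the only patterns so compared. The times are not independent replicates and the genes of each pattern were chosen by these profiles, so any rising and any falling pattern could correlate so, and no p is given.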

Besides generic annotation as Protein binding or RNA binding, pattern 2 is also enriched with GO groups Transmembrane transporter activity, Transferase activity and Receptor activity. 

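Among the genes of pattern 5, Trib3, a pseudokinase that binds Akt, rose most, by 0.99 (SE 0.15, adjusted p = 8.45e-06) over hours 1 to 8 at the probe set of Table S2 and by 0.63 (SE 0.093) at a brighter one. The sorting nexin Snx18 rose by 0.31 and the kinase Riok3 by 0.26. In pattern 10, Hnrnpa1, an RNA-binding protein of splicing, rose by 0.37 (SE 0.056, adjusted p = 1.11e-05), Hnrnpdl, of the same family, by 0.19, and Rbms1, another RNA-binding protein, by 0.25. Ahctf1, a nuclear pore protein with an AT-hook, rose by 0.30 (SE 0.053), and Orc2, a subunit of the origin recognition complex, by 0.22 (SE 0.044). All of these passed the limma test, Orc2 not without letter b at hours 0 to 5. The study chose them on these arrays, so their rise is not independent evidence.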

All genes in pattern 5 are annotated as Nucleotide binding, all genes in pattern 10 as DNA binding. More interestingly, all genes in patterns 9, 11 and 12 are annotated in Insulin signaling pathway, with patterns 9 and 11 anticorrelated. 

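The 2 probe sets of pattern 9 that Table S2 lists under insulin signaling were higher over hours 1 to 8. Rac1, a small GTPase of the actin cytoskeleton, had a difference of 0.19 (SE 0.060, adjusted p = 0.0315) at a dim probe set, but of -0.079 relative to its difference at time 0, and the stress kinase Mapk8 of 0.13 (SE 0.045, adjusted p = 0.0458). Both failed without letter b at hours 0 to 5, also with the letter as a block. Of the other members, Ggnbp2 rose by 0.24 (SE 0.035, adjusted p = 6.03e-06), and Pcyox1, a prenylcysteine oxidase, fell by 0.22 (SE 0.044). The cholesterol transporter Abca1 was at -0.10 (SE 0.077, adjusted p = 0.417), at a probe set that is not among those tested by level. The study chose the genes on these arrays, so the directions are not independent evidence.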

65% of the genes in pattern 8 are also annotated in Insulin signaling pathway; the remaining genes associated to pattern 8 are annotated in GO groups Phosphatase activity and Cation transmembrane transporter activity. 

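Pattern 8 was lower with insulin in the first hours, but by unlike amounts in the 3 letters. Its average difference was -0.23 ± 0.16 (SD, n = 3 letters) at hour 2, -0.23 ± 0.23 at hour 5 and -0.13 ± 0.18 at hour 8. Over hours 1 to 5 it was -0.070 in letter a, -0.45 in letter b and -0.20 in letter c, and over hours 7 and 8 it was -0.018, -0.0046 and -0.35. At time 0, before insulin, it was -0.34 in letter b and -0.0028 and -0.0092 in letters a and c. Of its cation transport genes, the zinc transporter Slc39a3 was at -0.22 (SE 0.043) over hours 1 to 8 and did not pass limma without letter b at hours 0 to 5. From hour 2 to hour 8 the average moved by less than its spread between letters, and the study chose the genes by this profile.

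**Figure D2:**
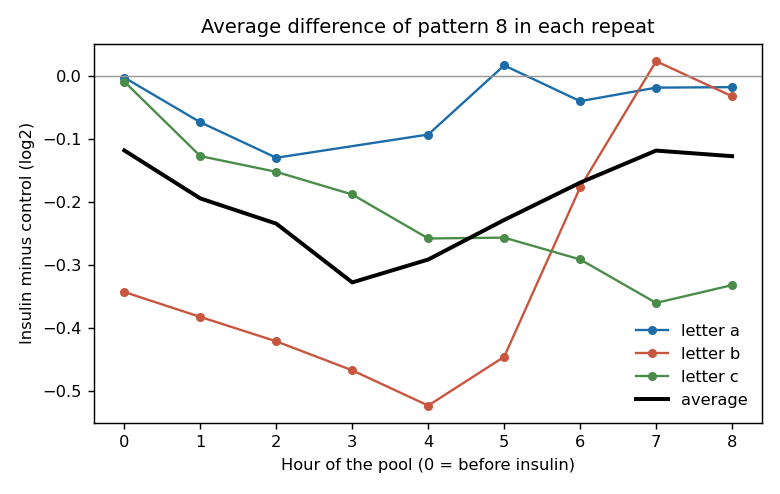
Average difference, insulin minus control (log2), of the 39 probe sets of pattern 8 in Table S2 at each hour, for letters a, b and c and their mean. Letter b runs from -0.34 at time 0 to -0.032 at hour 8, and letter c from -0.0092 to -0.33.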

Finally, patterns 6 and 7 are enriched with GO group Ion binding; pattern 6 also with GO group Receptor activity. 

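All 10 genes of pattern 6 were lower over hours 1 to 8. Mxd4, a repressor that binds Max in place of Myc, fell by 0.64 (SE 0.097, adjusted p = 1.06e-05), Zfyve1, a FYVE-domain protein of autophagosome formation, by 0.46 (SE 0.069), and Jun, an AP-1 subunit, by 0.43 (SE 0.064, adjusted p = 7.35e-06). Glul, glutamine synthetase, fell by 0.37 (SE 0.039), and Tnrc6b, a protein of microRNA silencing, by 0.37 (SE 0.069). Pla2g6, a calcium-independent phospholipase, was at -0.31, Tradd at -0.23, Usf1 at -0.22 and Chpt1, which makes phosphatidylcholine, at -0.18. Enpp1, a nucleotide pyrophosphatase that binds the insulin receptor, was the 1 member of pattern 7 that did not pass, at -0.046 (SE 0.12, adjusted p = 0.850). Tradd, Pla2g6 and Chpt1 did not pass limma without letter b at hours 0 to 5, and the study chose the genes on these arrays, so their fall is not independent evidence.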

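The genes of patterns 1 to 10 followed the average of the other genes of their pattern over the 9 times with a median Pearson correlation of 0.80 (quartiles 0.63 and 0.91) and a median Spearman correlation of 0.73. The medians were highest in pattern 3, at 0.92, and pattern 4, at 0.89, and lowest in pattern 9, at 0.44. Between letters, the profile of the same gene correlated at a median of 0.39 over all patterns, against 0.068 over all tested probe sets. It was 0.67 in pattern 3, 0.52 in pattern 4 and 0.50 in pattern 1, but -0.012 in pattern 7 and 0.00097 in pattern 8. The genes were selected by their correlation with a pattern, so none of these values was tested against 0.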

The identified patterns are followed rather tightly by the genes in each cluster. Such a consistent behavior supports our confidence on the reliability of the cluster average pattern. Moreover the three replicated experiments show high data reproducibility: the variance calculated across replicates for the 326 genes selected as differentially expressed has median value equal to 7% with first and third quartiles equal to 0.03 and 0.15 respectively.

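Over the 305 probe sets of patterns 1 to 10 and the 9 times, the variance over letters of the insulin minus control difference had a median of 2.36% (0.0236 on the squared log2 scale), with quartiles of 0.00891 and 0.0545. Its square root is 0.154 at the median. For the log2 levels within each group of culture and time, the median variance was 2.22%. The variance at hour 3 rests on letters b and c, and with hours of 3 letters only the median was 2.48%.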

Approximately 20% of the genes that were differentially expressed were identified as belonging to the insulin signaling pathway (**Figure 4**). Of interest, most of the genes were down-regulated in response to insulin treatment under the present experimental conditions. 

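In a list of insulin signaling genes fixed before the data were examined, of which 52 were measured, 8 were lower over hours 1 to 8, 5 were higher and 39 did not pass (12 lower and 5 higher when adjusted over the list alone). Their differences lay below 0 in 34 genes and above in 18, with a median of -0.063. Foxo3, a transcription factor that Akt phosphorylates, had a difference of -0.42 (SE 0.091, adjusted p = 0.00159). Akt1 and Akt2, the kinases that carry the insulin signal, were at -0.062 (SE 0.066) and -0.18 (SE 0.085), and neither passed (adjusted p = 0.594 and 0.188). Akt2 passed with the letter as a block (adjusted p = 0.0245), but not with 1 mean per letter. In letter b Akt2 stood at -0.58 at time 0, before insulin, and at -0.56 over hours 1 to 5. Over the same hours it was at -0.0033 in letter a and -0.10 in letter c. As a set the list did not move one way beyond other genes (camera adjusted p = 0.226, and adjusted p = 0.870 with an estimated correlation). Table S2 had been read when the list was written, so members that it names are not independent evidence of direction.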

The results that demonstrate that IRS-1 mRNA abundance is initially down-regulated (pattern 12) with insulin treatment is consistent with the recent observation the IRS-1 mRNA abundance was down-regulated following a three hour insulin infusion during an *in vivo* hyperinsulinemic-euglycemic clamp [30]. It should be noted that after 6 h of treatment the IRS-1 mRNA abundance returned to baseline, followed by a slight increase in mRNA abundance above baseline between 6 and 8 h. However, the present results are in contrast to the recent finding that genes involved in insulin signaling were largely up-regulated in response to a three hour insulin infusion during an *in vivo* hyperinsulinemic-euglycemic clamp [18]. Moreover, our results that IRS-2 mRNA abundance is down-regulated (pattern 2) in response to insulin treatment *in vitro* under the present experimental conditions is in contrast to modest increase in IRS-2 mRNA abundance in response to a four hour insulin infusion during an *in vivo* hyperinsulinemic-euglycemic clamp [31]. In addition, the angiogenic/anti-apoptotic gene transcripts, VEGF, FOS, and SRF, were up-regulated in response to the insulin treatment, which is consistent with the findings of Hansen and colleagues [25]. 

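Irs1, the insulin receptor substrate that passes the signal to phosphatidylinositol 3-kinase, had a difference of -0.37 (SE 0.22, adjusted p = 1.00) at hour 1. Its log2 level at that hour was 6.39 ± 0.34 (SD, n = 3) with insulin and 6.77 ± 0.34 without. It was lower with insulin in 3 of 3 letters at hour 1, by values of -0.21, -0.36 and -0.55. At time 0, before insulin, the insulin culture was lower in 3 of 3 letters as well, by -0.10, -0.17 and -0.33. At hours 2 and 3 the difference of Irs1 was -0.21 and -0.087. At hour 2 letters a, b and c were at 0.15, -0.26 and -0.52. At hour 3 letters b and c were at 0.060 and -0.43, and the -0.087 sets 2 insulin arrays beside 3 control arrays. No hour passed the limma test.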

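At hours 4, 5, 6 and 7 Irs1 had differences of 0.062, 0.26, 0.26 and 0.24 (SE 0.22), and at hour 8 of -0.022. Over hours 6 to 8 its difference was 0.18, 0.15 and 0.15 in letters a, b and c. The mean over hours 1 to 8 was 0.017 (SE 0.077, adjusted p = 0.919). Its change from hours 1 and 2 to hours 5 to 8 was 0.48 (SE 0.19, adjusted p = 0.197), so neither passed the limma test.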

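Irs2, the second insulin receptor substrate, fell with insulin by 0.44 over hours 1 to 8 (SE 0.042, adjusted p = 8.41e-10). Its difference was 0.0046 at hour 1 and -0.55 at hour 2, and it stayed between -0.42 and -0.60 to hour 8. At hour 8 its log2 level was 7.06 ± 0.13 (SD, n = 3) with insulin and 7.65 ± 0.13 without, which passed by itself (limma adjusted p = 0.00542), as did hours 6 and 7 (adjusted p = 0.0217 and 0.0411). With the letter as a block, hours 2, 4 and 5 passed too (adjusted p = 0.0406, 0.0493 and 0.0132). Over hours 6 to 8 it was lower in 3 of 3 letters, by -0.44, -0.54 and -0.66.

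**Figure D3:**
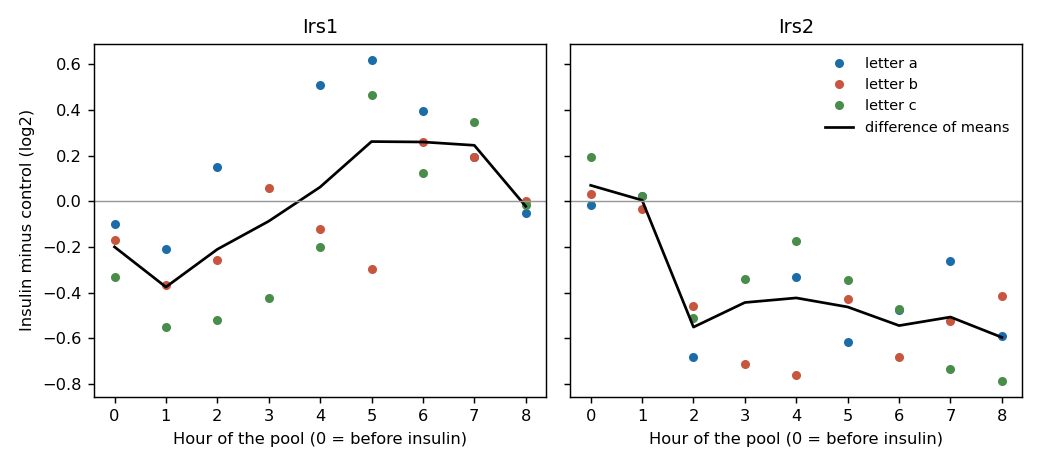
Difference, insulin minus control (log2), of Irs1 and Irs2 at each hour in letters a, b and c (points) and between the group means (line). Irs1 goes from -0.37 at hour 1 to 0.26 at hour 6, and Irs2 is at -0.60 at hour 8.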

Greenhaff and colleagues have recently reported [32] AKT (PKB) mRNA abundance remains unchanged following three hours of hyperinsulinemia under four different steady-state insulin concentrations range from 5 mU/l to ∼170 mU/L. The mRNA (transcripts) expressions in the current study and other studies represent the net changes related to production and degradation of mRNA. It is possible that insulin's primary effect is translation of the transcripts involved in glucose metabolism. A higher rate of transcription than translation of these genes would have resulted in higher transcript levels. In addition, insulin also stimulates skeletal muscle glucose uptake by the phosphorylation of specific signaling proteins involved in glucose metabolism in skeletal muscle [33].

The present results also indicate that insulin treatment *in vitro* stimulates gene expression changes that likely promote protein synthesis. Specifically, insulin treatment resulted in down-regulation of mRNA abundance of TSC2 (pattern 12), which is a known negative regulator of protein synthesis. 

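Genes of ribosome biogenesis were higher with insulin: of 67 measured, 43 rose over hours 1 to 8 and 1 fell (53 and 1 when adjusted over the list alone), at a median difference of 0.22. Dimt1, which methylates ribosomal RNA, rose by 0.48 (SE 0.094, adjusted p = 4.15e-04), Gar1, of the pseudouridylation complexes, by 0.45 (SE 0.079, adjusted p = 1.09e-04), Utp15 by 0.43 and Rpf2 by 0.42. Of 19 aminoacyl-tRNA synthetases, 8 rose and 2 fell (12 and 2 when adjusted over the list alone), with Cars1 at 0.31 (SE 0.058), Yars1 at 0.30 (SE 0.054) and Tars1 at 0.26 (SE 0.034) and, in the other direction, Qars1 at -0.25 (SE 0.041). Of 34 translation initiation factors, 10 rose and 1 fell (10 and 1 when adjusted over the list alone). The helicase Eif4a1 rose by 0.28 (SE 0.035, adjusted p = 1.87e-07), while the rises of Eif1a (0.22), Eif2s1 (0.21) and Eif3j (0.21) did not pass without letter b at hours 0 to 5. Of 42 cytosolic ribosomal proteins, 2 rose, Rps13 (0.28) and Rpl30 (0.17), and 2 fell, Rpl22 (-0.11) and Rps29 (-0.061) (2 and 2 when adjusted over the list alone). The camera adjusted p was 7.09e-30 for ribosome biogenesis (adjusted p = 0.0598 with an estimated correlation), 4.17e-05 for the synthetases (adjusted p = 0.271 so estimated), 4.30e-04 for initiation factors (adjusted p = 0.228 so estimated) and 0.934 for the ribosomal proteins. Rpl30, Rpl22 and Rps29 did not pass without letter b at hours 0 to 5, also with the letter as a block.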

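Tsc2, which with Tsc1 restrains the kinase mTOR, had a mean difference of -0.17 (SE 0.090, adjusted p = 0.228) over hours 1 to 8. It passed limma only with the letter as a block (adjusted p = 0.0236), and not with 1 mean per letter. Over hours 1 to 5 its difference was -0.015 in letter a, -0.59 in letter b and -0.077 in letter c. Over hours 6 to 8 it was 0.24 in letter a, 0.043 in letter b and -0.36 in letter c. At time 0, before insulin, Tsc2 was at -0.13 in letter a, -0.39 in letter b and 0.37 in letter c.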

Mechanistically, TSC1 (hamartin) forms a complex with TSC2 (tuberin) [TSC1–TSC2 complex], which functions as a critical regulator of protein synthesis and cell growth [34], [35]. Indeed, loss-of-function mutations in TSC2 have been shown to reduce mTOR and s6k activity [36]. Moreover, insulin treatment resulted in up-regulation of mRNA abundance of Rheb (pattern 7), which is known positive regulator of protein synthesis [37]. 

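Rheb, the small GTPase that activates mTOR, had a mean difference of 0.33 (SE 0.062, adjusted p = 2.24e-04) over hours 1 to 8 at the probe set of Table S2, whose mean level of 5.68 is low. A brighter Rheb probe set, at a mean level of 12.0, was at 0.037 (SE 0.024, adjusted p = 0.352 from limma). At the dim probe set the difference of Rheb over hours 1 to 5 was 0.075 in letter a, 0.48 in letter b and 0.63 in letter c, and over hours 6 to 8 it was -0.15, 0.00081 and 0.67. At time 0, before insulin, it was already 0.57 in letter b, against -0.026 in letter a and -0.19 in letter c.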

Mechanistically, Rheb-GTP binds directly to the mTOR kinase domain, which in turn activates mTOR's catalytic function [30]. 

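Eif4e, which binds the mRNA cap, rose with insulin by 0.18 (SE 0.024, adjusted p = 1.11e-06) over hours 1 to 8, and its difference at hour 8 was 0.27 (adjusted p = 0.0449). Its dimmer probe sets were at 0.16 (adjusted p = 0.0689) and 0.024 (adjusted p = 0.758). Eif4ebp1, the inhibitor that holds eIF4E from the initiation complex, was at -0.14 and -0.19 at hours 1 and 2, which did not pass, and it was higher with insulin over hours 5 to 8, by 0.34 (SE 0.051, adjusted p = 8.75e-06). Over hours 1 to 8 its mean difference was 0.16 (SE 0.037, adjusted p = 0.00299), and over hours 6 to 8 it was above 0 in 3 of 3 letters, at 0.32, 0.49 and 0.33. The rise of Eif4ebp1 from hours 1 and 2 to hours 5 to 8 was 0.51 (adjusted p = 0.00102 from limma) and was not called without letter b at hours 0 to 5. At hour 2 letters a, b and c stood at -0.088, -0.26 and -0.21, so the difference went up in letters a and c as well.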

Insulin treatment also likely promotes translational initiation by down-regulating mRNA abundance of EIFBP1 (pattern 12), while simultaneously up-regulating mRNA abundance of EIF4E (pattern 4). These findings are consistent with recent finding reported by Colleta and colleagues [31] who observed an increased mRNA abundance for EIF4E following a four hour insulin infusion during an *in vivo* hyperinsulinemic-euglycemic clamp. Furthermore, insulin treatment resulted in up-regulation of mRNA abundance of DNA-directed RNA polymerase I polypeptides E (pattern 4), B (pattern 4), C (pattern 7) and DNA-directed RNA polymerase II polypeptide C (pattern 7) [**Table S1.10**] as well as mRNA abundance of several RNA binding proteins (patterns 2, 4 and 7) [**Table S1.11**].

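The 3 subunits of RNA polymerase I that the paper names were higher over hours 1 to 8; this polymerase transcribes ribosomal RNA genes. Polr1e rose by 0.38 (SE 0.064, adjusted p = 4.98e-05), Polr1b by 0.32 (SE 0.060, adjusted p = 2.76e-04) and Polr1c by 0.25 (SE 0.055, adjusted p = 0.00138). Of 28 measured subunits and factors of RNA polymerases I and III, 9 rose and 2 fell (11 and 3 when adjusted over the list alone; camera adjusted p = 0.00229, and adjusted p = 0.271 with an estimated correlation). Taf1d, a factor of polymerase I initiation, rose by 0.47 (SE 0.063) and the subunit Polr1f by 0.32 (SE 0.055), while Maf1, a repressor of polymerase III, fell by 0.48 (SE 0.049, adjusted p = 4.15e-09). Of 12 subunits of RNA polymerase II, 2 rose and 2 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.555). Polr2c was at 0.15 (SE 0.035, adjusted p = 0.00229), Polr2h at 0.19 (SE 0.037), Polr2e at -0.15 (SE 0.045) and Polr2a, the largest subunit, at -0.30 (SE 0.082). Polr1c, Polr2c, Polr2e and Polr2a did not pass limma without letter b at hours 0 to 5, and in letter a Polr1c was at -0.028 over hours 1 to 5 and 0.022 over hours 6 to 8.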

The current *in vitro* experiments cannot be directly translated in to *in vivo* situation in either human or animals. First, the present experiments were conducted in differentiated L6 myotubes and not in fully developed skeletal muscle fibers. Second, the differentiated L6 myotubes were incubated in normal-glucose (5 mM glucose) in the presence of relatively high insulin concentrations (20 nM) in order to elicit maximal effect in an *ex-vivo* study. Moreover, the present experiments were conducted in a serum starved state. Therefore, the changes in mRNA transcripts both in the treated and control conditions likely also reflect the effects of progressive serum starvation. 

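In control cultures, which received no insulin, many immediate early genes were lower with time. Egr1 fell by 2.69 (SE 0.38, adjusted p = 1.25e-05) from time 0 to hours 5 to 8, Id3, an inhibitor of myogenic differentiation, fell by 2.24 (SE 0.46; without letter b at hours 0 to 5 it passed only with the block, and without all of letter b or c it did not pass), the nuclear receptor Nr4a3 fell by 2.17 (SE 0.29), Dusp6, a phosphatase of ERK kinases, fell by 2.01 (SE 0.23) and Slc2a3, the glucose transporter GLUT3, fell by 1.84 (SE 0.28). Ndrg1, a stress-responsive gene, rose by 1.76 (SE 0.21, adjusted p = 1.09e-06), Pdk4 by 1.65 (SE 0.26) and Bcl2l11 by 1.56 (SE 0.28). By list, 16 of 32 immediate early genes and 8 of 14 genes of MAPK feedback were lower and 0 higher (19 and 1, and 11 and 0, when adjusted over the list alone), with camera adjusted p = 8.24e-17 and 2.22e-13 (adjusted p = 1.11e-04 and 2.92e-04 with an estimated correlation). Of 25 genes of fatty acid oxidation, 7 were higher and 0 lower (8 and 0 when adjusted over the list alone; camera adjusted p = 7.26e-07, and adjusted p = 0.0144 with an estimated correlation), and of 67 genes of ribosome biogenesis, 24 were lower and 0 higher (41 and 0 when adjusted over the list alone; camera adjusted p = 6.48e-25, and adjusted p = 0.0572 with an estimated correlation). Of 13 markers of undifferentiated myoblasts, 4 were lower and 0 higher (4 and 0 when adjusted over the list alone; camera adjusted p = 5.70e-04, and adjusted p = 0.0144 with an estimated correlation; 22 of 100 reassignments of the times within letters, the real one included, reached the list's median of -0.12), and of 24 chaperones, 3 were lower and 0 higher (5 and 0 when adjusted over the list alone; camera adjusted p = 2.74e-04, and adjusted p = 0.0329 with an estimated correlation). In limma 801 probe sets were higher and 622 lower at hours 5 to 8 than at time 0, and 941 changed over the 8 hours in the F test. With the letter as a block the counts were 2500, 1752 and 3557, and without letter b at hours 0 to 5 they were 241, 165 and 239.

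**Figure D4:**
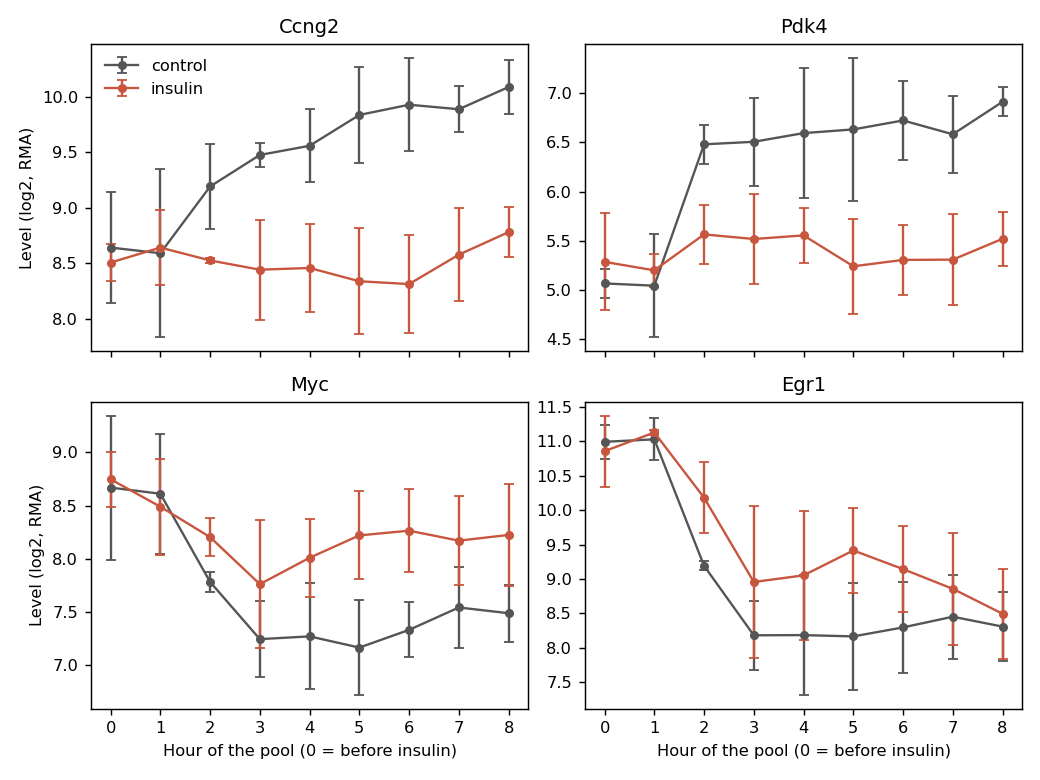
Log2 level (RMA) of Ccng2, Pdk4, Myc and Egr1 at each hour in insulin and control cultures, with the mean and SD of 3 arrays (2 for insulin at hour 3). In control cultures Pdk4 and Ccng2 go up from time 0 and Egr1 and Myc go down.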

The responses may be different in hyperglycemic conditions with lower or higher insulin concentrations. Moreover, insulin is known to reduce protein degradation and amino acid levels [38] Therefore, future *in vivo* studies are warranted that examine the effect of hyperinsulinemia while maintaining both euglycemia and euaminoacidemia.

The present investigation demonstrates a gene array experimental design and methodology for examining temporal changes in gene expression. Using gene array profiling, we identified 12 different temporal patterns of gene expression in response to eight hours of insulin treatment *in vitro*. These results are likely to help design of *in vivo* studies to examine the effect of insulin treatment on the temporal regulation of gene expression related to glucose uptake in human and animals. 

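Of the genes of glycolysis and glucose transport, 3 of 25 measured were higher over hours 1 to 8 and 0 lower (1 and 0 when adjusted over the list alone; camera adjusted p = 0.577). Beside Slc2a1, these were the lactate transporter Slc16a1, at 0.12 (SE 0.041), and the phosphoglycerate mutase Pgam1, at 0.080 (SE 0.028), and none of the 3 passed without letter b at hours 0 to 5. Of 14 genes of glycogen metabolism, 1 was lower, the glycogenin Gyg1, at -0.10 (SE 0.027), and 0 higher (1 and 1 when adjusted over the list alone; camera adjusted p = 0.962). Of 25 genes of fatty acid oxidation 7 fell, 0 rose and 18 did not pass (10 and 0 when adjusted over the list alone), at a camera adjusted p of 1.18e-04 (adjusted p = 0.0928 with an estimated correlation). The peroxisomal and mitochondrial isomerase Ech1 had a difference of -0.39 (SE 0.068, adjusted p = 9.05e-05), Cpt1a, which admits fatty acids to mitochondria, of -0.26 (SE 0.049, adjusted p = 2.51e-04), and the pyruvate dehydrogenase kinase Pdk2 of -0.58 (SE 0.12). In fatty acid synthesis 1 of 15 genes was higher, Fasn, fatty acid synthase, at 0.37 (SE 0.090, adjusted p = 0.00460), and 0 lower (1 and 0 when adjusted over the list alone; camera adjusted p = 0.109, and adjusted p = 6.90e-04 with the letter as a block, but 0.679 with an estimated correlation). Of 46 genes of oxidative phosphorylation, 2 were lower, Ndufs6 (-0.11) and Cox4i1 (-0.085), and 0 higher (0 and 0 when adjusted over the list alone; camera adjusted p = 0.158). Pdk2, Gyg1, Ndufs6 and Cox4i1 did not pass limma without letter b at hours 0 to 5.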

Finally, the insulin treatment affected not only the transcripts involved in glucose metabolism but also stimulated gene transcripts that would promote protein synthesis.

## Supporting Information

Methods S1 Detailed methods on the search for temporal patterns, which includes a detailed description of the search algorithm.
(DOC) Click here for additional data file.

Table S1 A detailed list of selected genes, their annotation with the GO molecular function term and the associated patterns.
(DOC) Click here for additional data file.

Table S2 A complete list of annotated genes along with the information on the selected genes, gene ontology terms and differential expression data associated to each pattern.
(XLS) Click here for additional data file.

# Supplementary material for: Function-Based Discovery of Significant Transcriptional Temporal Patterns in Insulin Stimulated Muscle Cells
**Source:** PLoS One. 2012 Mar 1;7(3):e32391. doi: 10.1371/journal.pone.0032391
**Supplement:** Methods S1 — Detailed methods on the search for temporal patterns, which includes a detailed description of the search algorithm.

***Search for the Temporal Patterns* – *Algorithm Details***

For each node in the GO graph, the main temporal patterns characterizing the genes annotated in the node are searched. Each identified pattern is characterized by a cluster of genes with correlated profiles and the same annotation.

Nodes are analyzed starting from the leaves of the graph, i.e. the nodes farthest from the root, which are the most specific GO terms; whenever a significant pattern is identified, genes correlated to the pattern are removed from all the ancestors of the node, so to avoid redundancy and annotate genes with the most specific available biological information, analogously to what has been proposed in (Alexa et al., 2007). Conversely, genes correlated to a pattern are not removed from the sibling nodes.

The search for patterns in each node is performed using two different computational modules: the first, called “Find All Patterns” (FAP), to cluster genes sharing the same expression pattern and functional annotation through the GO graph (we call these clusters SAP, i.e. “Share Annotation and Pattern” in the following); the second, called “Find the Main Pattern” (FMP), to identify the most significant characteristic pattern in a group of genes.

FAP (**Figure S1.1**) takes as input: 1) the expression data, i.e. an n´m matrix where each row contains the time series expression profiles Xi=<xi(1), ..., xi(m)> of a gene i (i=1, ..., n); 2) the list of the n monitored genes ranked according to false discovery rate p-value; 3) the n´m matrix E containing the information on the error variance; 4) the gene annotation. It iteratively searches the main characteristic patterns in each group of genes associated to the GO terms given as input. For each discovered pattern, the set of genes fitting this pattern (fitP) and the set of genes that do not fit it (ØfitP) are defined (**Figure S1.1**). Only if significant - i.e. if it contains at least one gene with false discovery rate p-value lower than a fixed threshold, e.g. 0.05 - fitP is recorded as a SAP cluster in the GO node under analysis. The procedure is then iteratively applied to ØfitP, until ØfitP contains no genes or no significant patterns are discovered. The genes in SAP are deleted from the GO term being analyzed and from all its ancestors.

**Figure 4. Pseudocode description of the algorithm “Find All Patterns”** (**FAP).** FAP iteratively searches the main characteristic patterns in each group of genes associated to the GO terms given as input. For each discovered pattern, the set of genes fitting this pattern (fitP) and the set of genes that do not fit it (fitP) are defined using the function “Find the Main Pattern” (FMP). If fitP contains at least one gene with false discovery rate p-value lower than a fixed threshold, fitP is recorded as a SAP cluster in the GO node under analysis. The procedure is then iteratively applied to fitP, until fitP contains no genes or no significant patterns are discovered. The genes in SAP are deleted from the GO term being analyzed and from all its ancestors.

The core of the method is the search for the most significant characteristic pattern in a set of genes, implemented in the function FMP. This function requires as input a set of gene expression profiles and the error matrix E. It searches for a subset of genes whose time series expression profile Xi=<xi(1), ..., xi(m)> can be modeled by the following equation:

where P=<p(1), ..., p(m)> is the characteristic time pattern, ki and qi are the gene specific parameters of the model and S

is the covariance matrix of the error. The cluster and the temporal pattern P=<p(1), ..., p(m)> are initialized with the time series expression profile of the first gene given as input, i.e. the one with the most specific p-value reflecting the likelihood it is differentially expressed (during the first iteration P is updated as the average time series expression profile across all genes joining the cluster).

The function FMP iteratively performs a gene-specific parameter identification step (M step) and a temporal pattern search (E step). In the M step, the parameters ki and qi are identified for each gene i, using weighted least squares method. A goodness of fit test is performed for each gene i and only genes with significant p-value are kept in the cluster. In the E step, P is estimated at each sampling time, using again weighted least squares, but considering as data the ki and qi of the genes belonging to the cluster and estimated at the previous step. All the n genes being analyzed go again through the M step, so to identify new ki and qi and re-define the cluster membership based on the newly estimated pattern P. All the procedure is reiterated until the list of genes in the cluster does not change or a maximum number of iterations is reached.

In the case of the data analysis performed in this work, we assume the error independent for different genes and different time samples, mainly because replicates of the entire experiment were not available in sufficient number to derive a gene specific estimate of the error variance. The covariance error matrix S is therefore diagonal with elements given by E(i,•). The nature of the matrix E depends on the available noise knowledge and ultimately, on the available experimental replicates. Frequently in microarray studies, a dependency of the noise level from the intensity of gene expression is observed (Tu et al., 2002). This information can also be codified in the n´m matrix E, by expressing the variance of each gene i (i=1,... , n) at time sample t (t=1,..., m), as dependent on its intensity value xi(t).

The algorithm described above searches for characteristic patterns in subsets of genes pre-defined on the basis of their functional annotation. However, this strategy could lead to represent the same temporal pattern with two slightly different profiles in a parent and a child node or in two sibling nodes, just because different genes were used to discover the pattern in the two nodes. To overcome this limitation, when the last GO node (the root) has been analyzed, all the discovered SAP patterns are analyzed using the procedure FAP, described above and the patterns are re-defined based on the new discovered characteristic temporal profiles, without however modifying the set of genes in each SAP.

- Alexa A, Rahnenführer J, Lengauer T (2006) Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics 22: 1600–1607.
- Tu Y, Stolovitzky G, Klein U (2002) Quantitative Noise Analysis for gene expression microarray experiment. Proc Natl Acad Sci 99: 14031-14036.

# Supplementary material for: Function-Based Discovery of Significant Transcriptional Temporal Patterns in Insulin Stimulated Muscle Cells
**Source:** PLoS One. 2012 Mar 1;7(3):e32391. doi: 10.1371/journal.pone.0032391
**Supplement:** Table S1 — A detailed list of selected genes, their annotation with the GO molecular function term and the associated patterns.

**Table S1.1. Transmembrane Transporter Activity**

**Table S1.2. Protein serine/threonine kinase activity**

**Table S1.3. Phosphatase activity**

**Table S1.4. Ion binding**

**Table S1.5. Cation transmembrane transporter activity**

**Table S1.6. Transferase activity**

**Table S1.7. Oxidoreductase activity**

**Table S1.8. Nucleotide binding**

**Table S1.9. GTPase regulator activity**

**Table S1.10. DNA binding**

**Table S1.11. RNA binding**

**Table S1.12. Receptor activity**

**Table S1.13. Protein binding**

How the deposited data were processed for this re-analysis (not part of the article)

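L6 rat myotubes were cultured with 20 nM insulin or without it, and RNA was measured on Affymetrix rat arrays at time 0 and in 8 hourly pools, each of 3 samples taken 20 min apart, in 3 repeats on different days (letters a, b and c). The authors subtracted background, applied quantile normalization over arrays and summarized probes with RMA, and the deposited values are on the log2 scale (versions not stated). The values cover 31099 probe sets, of which 57 are controls of the manufacturer, on 53 arrays in 18 groups of culture and time, 3 arrays in each group but the insulin culture of hour 3, which has 2. The array medians lay between 6.3 and 6.4, and the number of arrays limits the precision of every value. Each array was mapped to its culture, hour and letter from its labels, and where the labels of the last pool give 400 min the paper's 440 min was used.

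The authors' detection calls were not available, so the 21958 probe sets with the highest mean over all arrays, controls of the manufacturer excluded, were tested, as many as the paper tested. The lowest mean among them is 5.04. In the annotation of the platform 20832 probe sets carry 1 gene symbol, 436 several and 9831 none, and no symbol had to be updated. No genome was at hand, so genes are given by symbol without coordinates. Of the tested probe sets 16272 have 1 symbol, and the brightest of each gene makes a table of 11577 genes for the gene lists. Genes the paper names are given at the probe set of Table S2 where it lists one, otherwise at the brightest.

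One mean per group was fitted with limma 3.58.1 in R 4.3.3, with a moderated variance that follows the mean level, and p-values were adjusted by Benjamini-Hochberg over the tested probe sets, with a threshold of 0.05. The tests were the F test over the 8 hourly insulin minus control differences, the mean difference over hours 1 to 8, over hours 1 and 2 and over hours 5 to 8, the change from hours 1 and 2 to hours 5 to 8, the F test of equal hourly differences, the difference at time 0, and in control cultures the F test over time and hours 5 to 8 against time 0. All tests of differences are two-sided. On simulated data of this design, 50 probe sets of each size were changed. The test of the mean recovered 62% at a log2 change of 0.2, 90% at 0.4 and 100% at 0.8, with 3 false calls. The F test recovered 14%, 62% and 98%, with 1 false call. These rates hold for the noise that was simulated. They are no measure of false calls on these arrays, where 1 mean per letter left 50 probe sets higher and 102 lower. For each hour and letter, the difference was also compared across the 2671 probe sets called for the mean with the average of all other hours and letters, at correlations of 0.019 (hour 1 of letter a) to 0.88 (hour 5 of letter c).

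The 31 gene lists were written before the values were seen: insulin signaling core, ribosome biogenesis, RNA polymerases I and III, RNA polymerase II, translation initiation factors, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, amino acid response and ATF4 targets, immediate early genes, MAPK feedback, FOXO targets, autophagy and mitophagy, atrophy regulators, proteasome, cholesterol synthesis and uptake, fatty acid synthesis, fatty acid oxidation, glycolysis and glucose transport, glycogen metabolism, hypoxia, oxidative phosphorylation, circadian clock, cyclins and G1 regulators, chaperones, and markers of differentiated myotubes, undifferentiated myoblasts, proliferating cells, macrophages, endothelial cells, adipocytes and fibroblasts. Table S2 had been read by then, so members that it names are not independent of these arrays. The 30 lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists within each comparison, and again with an estimated correlation. In simulated data with 1 shifted list, 0 of the 29 others were called. This does not carry over to the real arrays. Regrouped at random within each hour, they gave a median of 8 called lists over hours 1 to 8. The estimated correlation was 0.39 for ribosome biogenesis and 0.72 for cholesterol synthesis and uptake, against the preset 0.01.

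The genes named in the text were chosen by a rule: those the paper names, those of the GO groups and patterns that it counts or singles out as Table S2 lists them, the 10 genes with the largest rise and the 10 with the largest fall over hours 1 to 8 among those that passed with the same sign in all 3 letters (1419 of the 1631 genes that passed), 5 and 5 for the change from early to late and for the control time course, and up to 4 called members of each list. The values of Table S2 had been seen when the rule was written, and 1 gene that the rule selects is not reported here. Average profiles were computed for patterns 1 to 10 of Table S2, 305 probe sets in 316 entries. Its hourly values equal differences of the deposited group means within 0.002 for 242 entries and differ for 74. Profiles and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the random block with statmod 1.5.0.

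The alternatives were the letter as a fixed or a random block, other filters, another quantile normalization or centring of the arrays, other variance models, each letter or hour left out, 1 mean per letter as the unit of replication, differences relative to time 0, an unadjusted p, a test of the area between the mean profiles after the study's method, fry and an estimated correlation for the lists, and medians in place of means. The values without letter b at hours 0 to 5 were added after seeing the data. The clustering by GO node, the enrichment tests and patterns 11 and 12 were left out, because the ontology and those parts of Table S2 were not at hand.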

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

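The tests of letter b, of pattern 8 and of the control time course against insulin in the last 3 paragraphs, and the values without letter b at hours 0 to 5, were chosen only after the result was seen, and the other tests were planned. The difference between the cultures was not equal at early and late hours in 405 probe sets (test of the change from hours 1 and 2 to hours 5 to 8; 2633 with the letter as a block, 4 without letter b and 78 without letter c), and the hourly differences were unequal in 8 (133 with the block, 0 without letter b and 0 without letter c in limma). By the same comparison of late with early hours 9 gene lists moved, the amino acid response and ATF4 targets most, with a median change of 0.59 (camera adjusted p = 1.22e-13, and adjusted p = 0.162 with an estimated correlation). The aminoacyl-tRNA synthetases had a median change of 0.33, ribosome biogenesis of 0.30 and FOXO targets of -0.25, and with an estimated correlation 0 of the 9 lists passed (camera).

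Signals in data that the paper does not analyse were found in the control cultures, where 941 probe sets changed with time in the F test, and 801 were higher and 622 lower at hours 5 to 8 than at time 0 (without letter b 68, 128 and 105, without letter c 93, 330 and 165, and 1446 in the F test and 1080 lower without letter a). They were also found in gene groups that it does not discuss. Of 36 measured FOXO targets, genes that FOXO factors activate when insulin signaling is low, 20 were lower with insulin over hours 1 to 8 and 1 was higher (23 and 1 when adjusted over the list alone; camera adjusted p = 4.02e-17, and adjusted p = 0.00303 with an estimated correlation), with Ccng2, Pdk4, Bcl2l11 and Klhl24 at the front. Of 33 genes of the amino acid response and ATF4 targets, 16 were higher and 2 lower (16 and 2 when adjusted over the list alone; camera adjusted p = 8.63e-10, and adjusted p = 0.226 with an estimated correlation), with Chac1, which degrades glutathione, at 0.55 (SE 0.12) and the cystine transporter Slc7a11 at 0.54 (SE 0.14), both of which failed without letter b at hours 0 to 5 unless the letter was a block. Of 35 genes of autophagy and mitophagy, 16 were lower and 0 higher (20 and 0 when adjusted over the list alone; camera adjusted p = 8.63e-10, and adjusted p = 0.0598 with an estimated correlation), among them Atg14 at -0.55 (SE 0.056, adjusted p = 4.35e-09), Atg13 at -0.51 (SE 0.072), Gabarapl1 at -0.50 (SE 0.044) and the receptor Calcoco1 at -0.71 (SE 0.20), which failed likewise. Of 20 genes of cholesterol synthesis and uptake, 8 were higher and 0 lower (13 and 0 when adjusted over the list alone; camera adjusted p = 4.70e-08, and adjusted p = 0.271 with an estimated correlation), among them squalene epoxidase Sqle at 0.52 (SE 0.095, adjusted p = 1.84e-04), Idi1 at 0.61 (SE 0.13), Mvd at 0.41 (SE 0.099) and Cyp51 at 0.41 (SE 0.13), which failed likewise.

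When the arrays were regrouped at random within each hour, 100 groupings with the real one included, a count as large as the real one was given by 1 grouping, the real one, for the 532 probe sets at any hour (highest other 0), the 1215 higher (0) and 1456 lower (0), the 405 that moved (2) and the 8 that varied (2). These groupings mix the letters, whose arrays deviate together, so they are set beside exchanges that keep the letters. For the 2052 of hours 5 to 8, 2 groupings reached the count: the other gave 3220 and had placed 8 of 8 arrays of letter a, 1 of 8 of letter b and 3 of 8 of letter c in the insulin group, so it points to the structure of the letters (with the letter as a block the real count is 4800). With each hour's arrays exchanged only as pairs of the same letter, the highest other counts were 146 at any hour, 775 higher, 625 lower, 121 late, 0 moved and 172 varied, and 1 of 100 exchanges reached the real count in each but the last, where 4 did. By both kinds chance can be excluded for the counts at any hour, higher, lower, late and moved only as far as the hours of a letter can be exchanged separately, which the persistence in letter b, below, speaks against; for the 8 that varied both shares are under 0.05, but an exchange that gave 172 points to a structure of the samples. Exchanging 1 letter as a whole makes 4 splits, too few for a share under 0.05, with highest others of 680 higher, 671 lower and 0 at any hour, late, moved and varied, and with 1 mean per letter 50 were higher and 102 lower. For hours 1 and 2 a count of 0 is reached by any grouping, 100 of 100 (highest other 2), so this decides nothing, and the 321 found with the letter as a block were not put to it. Chance cannot be excluded for the number of gene lists called over hours 1 to 8, where the real 10 was reached by 38 of 100 (highest other 14). At time 0 the 6 arrays allow 10 splits, too few for a share under 0.05, with a real count of 0 (205 at an unadjusted p under 0.05 in limma) and a highest other of 1. With the times reassigned within each letter of the control cultures, only the real order, 1 of 100, reached 941 (highest other 77), 801 (1) and 622 (10). Chance can be excluded for these only as far as the times of a letter can be exchanged freely. The step of letter b speaks against that: from hour 5 to hour 6 its control arrays changed by an SD of 0.281, the largest of its hourly steps. For single lists over hours 1 to 8, no other grouping reached the median of ribosome biogenesis (highest other 0.15), FOXO targets (0.17 in size) or autophagy (0.12). The same held for the amino acid response (0.21), cholesterol synthesis (0.26), aminoacyl-tRNA synthetases (0.13), fatty acid oxidation (0.080 in size) and, barely, RNA polymerases I and III (0.0757 for both). Of the other 2 lists that passed, 3 of 100 groupings reached the 0.041 of translation initiation factors (highest other 0.058). For immediate early genes 6 of 100 reached the 0.065 (0.075). With same-letter pairs exchanged instead, 2 of 100 reached the value of initiation factors (0.042). For immediate early genes 1 did, the real one (0.061). The 2 kinds differ for immediate early genes, so chance is left open there.

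In letter b the difference between the cultures at time 0 persisted through hour 5: across probe sets, which are not independent replicates, it correlated with the difference over hours 1 to 5 at 0.774 and with that over hours 6 to 8 at -0.249. A response to insulin is argued against, since no insulin had been given at time 0 and since, from hours 1 to 5 to hours 6 to 8, the control arrays of letter b moved by 2.14 times the SD of its insulin arrays (0.903 in letter a, 1.23 in letter c). Insulin and control exchanged on part of its arrays is argued against, because over 684 probe sets called without letter b its differences correlated with those of the other letters at 0.652 over hours 1 to 5 and 0.916 over hours 6 to 8. A difference between the 2 cultures of letter b that was there before insulin restates the 0.774, which is the pattern itself and no test of it, and it stays open. What would have made it, in the cells, in the separate plates of each time or in the handling of the arrays, was not tested. No other biological explanation was tested.

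Pattern 8 averaged -0.23 at hours 2 and 5 and -0.12 and -0.13 at hours 7 and 8, but the return from hours 1 to 5 to hours 7 and 8 was 0.444 in letter b, 0.052 in letter a and -0.150 in letter c. A return to the control level after the first hours of insulin in every letter is argued against by the -0.150 of letter c. The culture difference of letter b, in which pattern 8 stood at -0.34 before insulin, is consistent with the 0.444 and is a candidate explanation of the average's return. A fall with insulin without a return stays open, from the values of letter c (-0.20 over hours 1 to 5 and -0.35 over hours 7 and 8). It was not tested, and the genes had been selected for this profile.

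Genes that insulin lowered were often those that rose in control cultures with time: of 466 genes called in both late comparisons, 280 were higher late in control and lower with insulin, 183 the reverse, and 3 had the same direction (2 higher and 1 lower). Control arrays that enter both sides would give this too, but with the insulin difference from 1 letter and the control change from the others, the correlation across genes was -0.636 and -0.444 for letters a and b (-0.576 and -0.384 by Spearman), which argues against shared arrays as the only source there, while letter c leaves them open, at -0.232 but -0.150 by Spearman, and -0.174 and -0.127 by Spearman with hours 7 and 8. The culture difference of letter b is argued against as the only source by letters a and c alone, at -0.465 and -0.233 (-0.372 and -0.213 by Spearman). That insulin may hold back the change of cultures without serum stays open as a hypothesis too, found on the same arrays. The paper proposes that serum starvation likely contributes to the changes in both cultures. Genes are not independent replicates, and a change common to a day was not tested.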

How the results depend on the processing

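The settings without letter b at hours 0 to 5 were chosen only after the data were seen; the others were planned. Of 190 called values of named genes, recomputed 2823 times, 2246 kept their call and direction, 572 lost the call (134 of them with 1 mean per letter) and 5 turned, and of 48 called gene list results, recomputed 720 times, 620 kept it, 99 lost it and 1 turned. All 11 counts stayed within 1.5 times under centred arrays, no filter and the robust variance model. Dim probe sets limit the values of single genes, and detection calls were not at hand.

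With the letter as a fixed block (and as a random one), the counts were 2515 (2205) at any hour, 2564 (2476) higher, 3332 (3117) lower, 321 (156) early, 4800 (4471) late, 2633 (2306) moved, 133 (110) varied, 3557 (3209) over time in control, and 2500 (2292) higher and 1752 (1671) lower late in control. Without letter b at hours 0 to 5 they were 240 at any hour, 384 higher, 625 lower, 18 moved, 0 varied, 239 over time in control, and 241 higher and 165 lower late in control; with the block besides, 1418 at any hour, 1 early, 4856 late, 876 moved, 1595 over time in control and 1576 higher late in control. Leaving out 1 letter in turn, they ranged from 87 to 784 at any hour, 217 to 1867 higher, 470 to 2323 lower, 0 to 448 early, 993 to 1634 late, 4 to 507 moved, 0 to 13 varied, 68 to 1446 over time in control, and 128 to 831 higher and 105 to 1080 lower late in control, the lowest without letter b (0 varied also without c, 0 early without b or c) and the highest without letter a. With 1 mean per letter, 50 were higher, 102 lower, 649 late, 12 moved and 385 lower late in control. Relative to time 0, 0 were higher, 0 lower (limma, 511 at an unadjusted p under 0.05) and 42 late, where the median SE rose by 2.96 times. With both cultures at time 0 as baseline 1748 were higher and 1386 lower late in control. Without hour 8, 345 differed at any hour; without hour 4, 808 were higher and without hour 5, 732. At any hour 2073 passed at an unadjusted p and 3926 in the area test. The count that varied was 14 in the upper part by level, 15 after quantile normalization and 13 without trend. For the counts that moved by more than 1.5 times the cause was not tested.

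With an estimated correlation the adjusted p was 0.0598 for ribosome biogenesis and 0.228 for translation initiation factors; without 1 letter it was 1.42e-23 to 3.45e-28 for the first and 0.000459 to 0.00311 for the second. Two-sided list tests of time 0 turned for cytosolic ribosomal proteins without letter a (adjusted p = 0.931, and 0.00262 without letter c) and for proteasome subunits with the block and without letter b at hours 0 to 5 (adjusted p = 0.0387). Relative to time 0 the mean differences of Cd68 (-0.032), Hsd3b7 (0.060), Igf1r (0.047), Rac1 (-0.079) and Twist1 (0.037) turned and did not pass. For these too the cause was not tested.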

Differences from the paper's values

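The paper selects 326 genes, from its own area-based test, a functional selection and detection calls that were not applied here, and the F test passed 532 probe sets, so the thresholds are not alike. Of the alternatives set before the data were examined, no filter (481) and leaving out hour 4 (434), 5 (384), 6 (374), 7 (393) or 8 (345) gave counts within 1.5 times the paper's, and the others did not: 508 to 576 under other filters, normalizations and variance models, 2515 and 2205 with the letter as a fixed and a random block, 784, 87 and 181 without letter a, b or c, 634, 540 and 508 without hour 1, 2 or 3, 2073 unadjusted and 3926 in the area test. Of 300 tested probe sets of Table S2, 164 passed the F test (271 with the letter as a block) and 259 the area test. The paper's median variance across replicates is 7%, with quartiles of 0.03 and 0.15 by the paper, against 2.36%, 0.0089 and 0.054 here over patterns 1 to 10, a part of the genes the paper selected; with the variance within groups, 2.22%, 0.0079 and 0.053, they still differed.

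The averages of Table S2 differ from those of the deposited values in several patterns. At hour 2 the paper's averages are 0.31 for pattern 2, -0.36 for pattern 3, 0.54 for pattern 5 and -0.47 for pattern 6, against 0.18, -0.15, 0.11 and -0.24 here. At hour 5 the paper's are 0.10 for pattern 2 and -0.02 for pattern 3, against 0.46 and -0.50. At hour 8 the paper's are 0.32 for pattern 2, -0.46 for pattern 3 and -0.08 for pattern 9, against 0.39, -0.56 and -0.12. Only time 0 and hours 2, 5 and 8 were compared for all patterns. Patterns 5 and 6 differ at other hours too. At hour 3 the paper's are 0.07 and -0.0045, against 0.45 and -0.41 here from 2 letters. At hour 6 the paper's are 0.08 and 0.01, against 0.61 and -0.50. The time 0 values of Table S2 equal control minus insulin culture for 243 of 316 entries and insulin minus control for 2 (correlation with insulin minus control -0.958), and on the former scale the paper's average of pattern 5 is 0.03 against -0.035 here, although 0 of its 4 entries match on either scale and without the turn its average here is 0.035. Leaving out letter a, b or c in turn, or the median over genes, brought pattern 3 at hour 8 within its SD between letters of the paper's value without letter a (-0.54), without letter c (-0.52) and as a median (-0.51) but not without letter b (-0.61). Pattern 5 at time 0 lies within its SD of 0.093 of the paper's value and differs in sign only if turned, and so turned it had the paper's sign without letter b (0.018) alone. None of the 4 brought the other averages of hours 2, 5 and 8 given above within their SD. Entries of Table S2 whose hourly values equal the deposited differences are 4 of 20 in pattern 2, 3 of 29 in pattern 3, 0 of 4 in pattern 5, 3 of 10 in pattern 6 and 2 of 6 in pattern 9, against 112 of 117 in pattern 1 and 59 of 61 in pattern 4.

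Some directions differ from the paper's text as well. The paper has the mRNA of EIFBP1, taken here as Eif4ebp1, down with insulin. Here it was higher over hours 1 to 8, by 0.16 (SE 0.037, adjusted p = 0.00299). Its values of -0.14 and -0.19 at hours 1 and 2 did not pass. The paper gives EIFBP1 to pattern 12, which it describes for IRS-1 as a first fall, a return and a slight later rise. A mean over hours 1 to 8 is not a like measure of such a profile. Pattern 3 is described there with a later increase, and here it stayed at -0.50 ± 0.071 (SD, n = 3 letters) at hour 5 and -0.56 ± 0.097 at hour 8, while its average ran against that of pattern 2, at a correlation of -0.96 over 9 times that are not independent, for genes that the paper chose by these profiles. The paper calls Irs1 lower at first and Tsc2 lower, and neither passed limma here. Irs1 was at -0.37 at hour 1, lower in 3 of 3 letters. Tsc2 was at -0.17 over hours 1 to 8. It passed with the letter as a block alone (adjusted p = 0.0236), and not with 1 mean per letter. Fos and Rheb were higher at the probe sets of Table S2, by 0.39 and 0.33, but not at brighter ones, at -0.030 and 0.037. The text gives Irs2 to pattern 2 and Table S2 to pattern 1, and its fall was found here. The text has pattern 10 as DNA binding in one place and as RNA binding in another. The directions stated for Vegfa, Srf, Eif4e, Polr1b, Polr1c, Polr1e, Polr2c and Irs2 were found here, on the arrays that the paper used. Polr1c and Polr2c did not pass without letter b at hours 0 to 5. Dimmer probe sets of Vegfa, Srf and Eif4e did not pass. Of 38 tested insulin signaling probe sets in patterns 1 to 10 of Table S2, 11 were lower, 7 higher and 20 did not pass. With the letter as a block 21 were lower and 7 higher, and 29 of the 38 lay below 0. Patterns 11 and 12, which hold more of these genes, were not at hand.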

Other observations

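The tests in this part were planned, apart from the values without letter b at hours 0 to 5, chosen only after the data were seen. Feedback genes of the MAPK pathway went both ways with insulin: of 14 measured, 7 lay above 0 and 7 below, and 5 rose over hours 1 to 8 and 1 fell (5 and 3 when adjusted over the list alone; camera adjusted p = 0.226). The Ras inhibitor Spry4 rose by 0.41 (SE 0.060, adjusted p = 6.43e-06), Dusp6 by 0.46 (SE 0.10) and Phlda1 by 0.41 (SE 0.11), the last 2 without letter b at hours 0 to 5 only with the block, while the phosphatase Dusp1 fell by 0.58 (SE 0.11, adjusted p = 3.20e-04). Among cyclins and G1 regulators, 1 of 18 rose, cyclin D1 (Ccnd1, 0.42 (SE 0.096), without letter b at hours 0 to 5 only with the block), and 4 fell, among them Hbp1, a repressor of cell cycle genes, at -0.82 (SE 0.060, adjusted p = 2.93e-12) and Cdkn1b (1 and 4 when adjusted over the list alone; camera adjusted p = 0.226). Of 19 clock genes, 2 rose, among them Cry1 by 0.39 (SE 0.069), and 4 fell, among them Nr1d1 at -0.49 (SE 0.068), Nr1d2 at -0.36 (SE 0.046) and Dbp at -0.27 (SE 0.048) (3 and 4 when adjusted over the list alone; camera adjusted p = 0.954). The hypoxia list was divided, with 4 of 21 higher and 4 lower (5 and 4 when adjusted over the list alone; camera adjusted p = 0.954): Vegfa was among the former, and Ndrg1 at -0.89 (SE 0.095, adjusted p = 1.13e-08), the Max-binding repressor Mxi1 at -0.63 (SE 0.047, adjusted p = 2.93e-12) and the mitophagy receptor Bnip3l at -0.47 (SE 0.055) were among the latter.

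Of genes of protein breakdown and folding, few passed over hours 1 to 8. Of 30 proteasome subunits 1 was higher, Psmd11 (0.15 (SE 0.047)), and 0 lower (0 and 0 when adjusted over the list alone). Their camera adjusted p was 0.0567, and 0.0414 with the letter as a block, but 0.679 with an estimated correlation. Of 14 atrophy regulators 1 was higher, Usp14 (0.086 (SE 0.026)), and 2 were lower, Foxo3 and Stub1 (-0.10 (SE 0.032)) (1 and 3 when adjusted over the list alone; camera adjusted p = 0.466). Of 24 chaperones 1 was higher, Hsph1 (0.14 (SE 0.042)), and 1 lower, Dnajb9 (-0.22 (SE 0.058)) (1 and 1 when adjusted over the list alone; camera adjusted p = 0.962). Psmd11, Usp14, Stub1 and Hsph1 failed without letter b at hours 0 to 5, also with the block.

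Few markers of cell states and of other cell types passed singly, but most of those of myotubes, fibroblasts and adipocytes lay below 0 with insulin: 33 of 38 (median -0.11), 11 of 12 (median -0.10) and 3 of 3 (median -0.19), where genes are not independent replicates. Of 100 regroupings of the arrays within each hour, no other reached the fibroblast and adipocyte medians, and 40, the real one included, reached that of myotubes, which 1 of 100 exchanges of same-letter pairs, the real one, reached (highest other 0.081 in size). Of 38 markers of differentiated myotubes 1 was lower, the sarcoglycan Sgca (-0.20 (SE 0.061), without letter b at hours 0 to 5 only with the block), and 0 higher (0 and 0 when adjusted over the list alone; camera adjusted p = 0.269, and adjusted p = 0.00112 with the letter as a block, but 0.955 with an estimated correlation). Of 13 myoblast markers 1 was higher, Hes1 (0.39 (SE 0.12)), and 1 lower, Twist1 (-0.24 (SE 0.074), but 0.037 relative to time 0), both of which failed without letter b at hours 0 to 5, Twist1 with the block too (1 and 1 when adjusted over the list alone; camera adjusted p = 0.962). Of 29 markers of proliferating cells 0 passed in limma (0 when adjusted over the list alone, camera adjusted p = 0.321). Of 7 macrophage markers 1 was higher, Cd68, at 0.14 (SE 0.044), but at -0.032 relative to time 0 (1 when adjusted over the list alone, camera adjusted p = 0.267). Of 3 adipocyte and 12 fibroblast markers 0 passed (1 adipocyte marker lower when adjusted over the list alone). Their camera adjusted p was 0.226 and 0.0931, the latter 0.0358 with the block but 0.228 with an estimated correlation. Of the endothelial list 2 genes were measured, too few to test.

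Over hours 1 and 2, oxidative phosphorylation alone of 30 lists passed, with a median difference of -0.069 (camera adjusted p = 0.0117, and adjusted p = 0.865 with an estimated correlation), and FOXO targets besides with the letter as a block (adjusted p = 0.0207, but 0.865 with an estimated correlation). At time 0, before insulin, 3 lists passed, the cytosolic ribosomal proteins, markers of proliferating cells and chaperones, each at a camera adjusted p of 0.0412 (adjusted p = 0.892 with an estimated correlation; chaperones 0.0561 with the block). With the block, 5 lists passed at time 0, also cholesterol synthesis and uptake (adjusted p = 0.00768), the amino acid response (adjusted p = 0.0250) and markers of differentiated myotubes (adjusted p = 0.0262), each with a median below 0. Over hours 5 to 8, 12 lists passed, and 5 with an estimated correlation: FOXO targets (adjusted p = 0.00237), ribosome biogenesis (adjusted p = 0.0260), autophagy (adjusted p = 0.0344), the amino acid response and fatty acid oxidation (adjusted p = 0.0436 each). In control cultures from time 0 to hours 5 to 8, 13 lists passed, and 5 with an estimated correlation. Of 36 FOXO targets, 11 rose there and 1 fell (12 and 1 when adjusted over the list alone). Their camera adjusted p was 5.22e-06, and 0.0795 with an estimated correlation.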
